# Postnatal Conditional Deletion of *Bcl11b* in Striatal Projection Neurons Mimics the Transcriptional Signature of Huntington’s Disease

**DOI:** 10.3390/biomedicines10102377

**Published:** 2022-09-23

**Authors:** Sicheng Song, Jordi Creus Muncunill, Carlos Galicia Aguirre, Kizito-Tshitoko Tshilenge, B. Wade Hamilton, Akos A. Gerencser, Houda Benlhabib, Maria-Daniela Cirnaru, Mark Leid, Sean D. Mooney, Lisa M. Ellerby, Michelle E. Ehrlich

**Keywords:** BCL11B, CTIP2, Huntington’s disease, striatal medium spiny neurons, transcriptomics, induced pluripotent stem cells, Bcl11b conditional knockout

## Abstract

The dysregulation of striatal gene expression and function is linked to multiple diseases, including Huntington’s disease (HD), Parkinson’s disease, X-linked dystonia-parkinsonism (XDP), addiction, autism, and schizophrenia. Striatal medium spiny neurons (MSNs) make up 90% of the neurons in the striatum and are critical to motor control. The transcription factor, *Bcl11b* (also known as *Ctip2*), is required for striatal development, but the function of *Bcl11b* in adult MSNs in vivo has not been investigated. We conditionally deleted *Bcl11b* specifically in postnatal MSNs and performed a transcriptomic and behavioral analysis on these mice. Multiple enrichment analyses showed that the *D9-Cre-Bcl11b^tm1.1Leid^* transcriptional profile was similar to the HD gene expression in mouse and human data sets. A Gene Ontology enrichment analysis linked *D9-Cre-Bcl11b^tm1.1Leid^* to calcium, synapse organization, specifically including the dopaminergic synapse, protein dephosphorylation, and HDAC-signaling, commonly dysregulated pathways in HD. *D9-Cre-Bcl11b^tm1.1Leid^* mice had decreased DARPP-32/*Ppp1r1b* in MSNs and behavioral deficits, demonstrating the dysregulation of a subtype of the dopamine D2 receptor expressing MSNs. Finally, in human HD isogenic MSNs, the mislocalization of BCL11B into nuclear aggregates points to a mechanism for BCL11B loss of function in HD. Our results suggest that BCL11B is important for the function and maintenance of mature MSNs and *Bcl11b* loss of function drives, in part, the transcriptomic and functional changes in HD.

## 1. Introduction

The basal ganglia comprise interconnected subcortical nuclei that are responsible for motor learning and control, executive functions, and emotions. The striatum, composed of the caudate and putamen in humans, is the largest component of the basal ganglia. It receives and integrates glutamatergic and dopaminergic inputs from several brain regions, including the cortex, thalamus, hippocampus, and amygdala. These inputs target inhibitory γ-amino butyric acid (GABA)-ergic medium spiny neurons (MSNs), the principal output neurons of the striatum, and make up 90–95% of its total neurons. MSNs are morphologically homogeneous; however, they can be distinguished by their output targets and their specific gene expression. Direct MSNs project to the global pallidus internal or substantia nigra pars reticula and express the dopamine D1 receptor (*Drd1*), substance P, and dynorphin. Indirect MSNs project to the globus pallidus external and express the dopamine D2 receptor (*Drd2*), the adenosine 2A receptor, and enkephalin.

The dysfunction and developmental alterations of MSNs or their subtypes have been implicated in several neurological and neuropsychiatric disorders, including Huntington’s disease (HD) [1], dystonia [2] (e.g., X-linked dystonia parkinsonism [3,4]), addiction [5,6], and schizophrenia [7]. Some of these diseases manifest in late adulthood and include prominent gene transcriptional abnormalities in mature MSNs. Disrupted levels and/or the activity of specific transcription factors (TFs) involved in development were described as a potential common pathogenic mechanism underlying cell type-specific vulnerability [8,9]. TFs play a key role in controlling the spatiotemporal expression of cell type-specific genes. For this reason, knowledge of TF activity in mature MSNs is crucial to understanding striatal-related pathologies. One critical TF involved in the striatal development of MSNs is B-cell leukemia 11b, *Bcl11b* (also known as *Ctip2*).

CTIP1 and CTIP2 were first identified in mouse neurons as Krüppel-like C(2)H(2) zinc finger proteins interacting with all members of the chicken ovalbumin upstream promoter TF family (COUP-TF) [10]. CTIP1, later named BCL11A, is highly enriched in COUP-TF-negative cells of the immune system and it is also expressed in the cerebral cortex [11,12,13]. *CTIP2*, located on chromosome 14, is the homologue of CTIP1 and was named *BCL11B* [14]. Both are sequence-specific DNA-binding proteins that repress or induce transcription [10]. *Bcl11b* is highly expressed in the embryonic cortex and striatum. Interestingly, unlike most developmental striatal TFs, *Bcl11b* levels remain high throughout life [15,16,17,18]. Therefore, exploration of the role of *Bcl11b* in mature MSNs is essential. Importantly, BCL11B activity is dysregulated in HD patients and models, suggesting that it participates in the maintenance and function of mature MSNs [1,17,19,20,21,22].

*Bcl11b* is required for the development of corticospinal motor neuron projections and the differentiation of MSNs [10,23,24], and is frequently used as a pan-MSN marker, along with DARPP-32/*Ppp1r1b*, which is expressed later in development relative to *Bcl11b* [16,20,25,26,27]. Several in vitro and vivo *Bcl11b*-null models have been characterized. Constitutive murine *Bcl11b* deletion results in altered striatal compartmentalization as determined by the absence of DARPP-32 in the late embryonic striatum and in the aberrant expression of genes associated with both direct and indirect pathways [15]. The loss of function and Bcl11b ChIP-sequencing experiments in an immortalized striatal cell line indicated that *Bcl11b* regulates the expression of striatal-enriched genes [17,28] and the genes involved in the BDNF signaling pathway [28]. In MSNs derived from human embryonic stem cells, BCL11B regulates the expression of genes related to Ca^2+^ signaling and kinase activity, playing a crucial role in MSN homeostasis [20]. A consensus motif for Bcl11b has been proposed [10,28], but the binding site is considered “promiscuous”, and Bcl11b is also part of nucleosome remodeling and deacetylation complexes, NuRD and SWI/SNF, suggesting that it regulates gene expression through mechanisms that are not restricted to direct DNA binding. Notably, the functions of *Bcl11b* specific to adult MSNs have not been elucidated and are the focus of our current study.

Much is known about TFs and their development, but little is known, particularly in neuronal subtypes, about TFs and neuronal phenotype maintenance, which is an active process [29]. To determine the role of *Bcl11b* in adult MSNs in vivo, the regulatory components of the genomic elements of DARPP-32 (i.e., D9) [30] were used to delete the expression of *Bcl11b,* selectively, in post-mitotic, post-migrational MSNs (*D9-Cre-Bcl11b^tm1.1Leid^*). We provide evidence that *Bcl11b* deletion results in a decrease in the expression of the genes involved in general neuronal survival and maintenance, and a decrease in the markers that characterize the unique MSN subtypes. Furthermore, we found that specific dopamine receptor-mediated behavior is impacted. Compellingly, the transcriptomic profile of *D9-Cre-Bcl11b^tm1.1Leid^* mice significantly overlaps with the gene expression changes in HD human and mouse striatum. A Gene Ontology (GO) enrichment analysis links *Bcl11b* deletion to calcium and HDAC signaling pathways that are commonly dysregulated in HD, and to MSN-specific pathways, which are also dysregulated in HD. Finally, in human HD-isogenic MSNs, the mislocalization of BCL11B into nuclear aggregates points to a mechanism for BCL11b loss of function in HD.

## 2. Materials and Methods

**Mice:** Experimental procedures were carried out according to the Institutional Animal and Care and Use Committee at Icahn School of Medicine at Mount Sinai (LA09-00272, 16-0847 PRYR1). We followed the NIH Guidelines for the Care and Use of Experimental Animals. Bcl11b-floxed mice were obtained from Dr. Mark Leid (*Bcl11b^tm1.1Leid^/J*, #034469, Jackson Laboratory, West Grove, PA, USA). D9-Cre mice were created in our laboratory [30]. Cre expression was controlled by a regulatory element of the mouse Ppp1r1b gene-encoding DARPP-32. The breeding of these lines resulted in a *Bcl11b*-specific deletion in MSNs at 5–6 weeks of age. Both females and males were used. Food and water was provided ad libitum and mice were kept in a 12-h light-dark cycle.

**Tissue extraction:** Pentobarbital (50 mg/kg) was intraperitoneally injected into mice followed by perfusion with phosphate-buffered saline (PBS, Fisher Bioreagents, Pittsburgh, PA, USA, BP399-1, 4 °C). The hemispheres of the brains were sagittally separated. The left hemisphere striatum was flash frozen. The frozen striatum was used for RNA extraction. The right hemisphere was fixed in 4% paraformaldehyde (Electron Microscopy Sciences, 15710).

**Immunofluorescence and image acquisition:** Brains were sectioned coronally on a vibratome (Leica Microsystems, Wetzlar, Germany) at 30 µm. Brain sections were washed with 1X Tris Buffered Saline (TBS, Fisher Bioreagents; BP2471-1) and incubated in 5% goat serum (ThermoFisher Scientific, Waltham, MA, USA, 31872) with 0.25% Triton X-100 (Sigma Aldrich, St. Louis, MO, USA, X100-500 mL) in TBS for 1 h at room temperature, and then incubated overnight at 4 °C with primary antibodies, as follows: mouse anti-DARPP-32 (1:1000, Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA, sc-271111), rabbit anti-BCL11B (1:1000, affinity purified, Bethyl Laboratories, Montgomery, TX, USA; A300-385A), rabbit anti-Iba1 (1:500; WAKO Chemicals, Richmond, VA, USA, 019-19741), and rabbit anti-NeuN (1:1000; Millipore; St. Louis, MO, USA, ABN78). Next, sections were incubated with the appropriate secondary antibody: anti-rabbit Alexa 594 (1:400, ThermoFisher Scientific, A-11012, ThermoFisher Scientific), or anti-mouse Alexa 488 (1:400, ThermoFisher Scientific, A-11008). Images were acquired using a Zeiss 700 confocal microscope (Zeiss, Thornwood, NY, USA). For colocalization experiments, we acquired four image frames of three independent brain slices per mouse. Images were also obtained using an Olympus BX61 microscope and processed using Fiji software (ImageJ v1.51).

**RNA-seq:** Dissected striatum from 4-month-old mice were subjected to RNA extraction. The TruSeq RNA Sample Prep Kit v2 protocol (Ilumina, San Diego, CA, USA) was used and the rRNA-depleted libraries were sequenced on the Illumina HiSeq 2500 System with 100 nucleotide paired-end reads. Bases with a quality score lower than 20 and adapted sequences of the raw reads from the sequencing experiment were removed using Trim Galore! 0.6.4. (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/ (January 2022)). The analysis was performed, as described in [31]. The deposited raw data for the transcriptomics are GSE185476. Differential expression analysis used an arbitrary cutoff of adjusted *p*-value of less than 0.01.

**Terminology enrichment analysis and pathway enrichment analysis:** These were conducted using clusterProfiler, a Bioconductor package in our analysis. All terms in biological process (BP), molecular function, and cellular component categories in GO, as well as pathway annotations derived from Kyoto Encyclopedia of Genes and Genomes (KEGG), were chosen to identify statistically over-represented, biologically meaningful annotations that were enriched and involved in the deletion of *Bcl11b*. We conducted both analyses on the differentially expressed gene and TF clusters with the arbitrary cutoff of the adjusted *p*-value of less than 0.01 and the absolute Log2 fold-change of greater than 0. Data were analyzed using QIAGEN Ingenuity Pathway Analysis.

**Enrichr analysis:** We analyzed for the enrichment of TFs, co-expressors, neural tissues, and GEO sets using Enrichr, an online tool for performing enrichment analysis with a range of biologically meaningful gene-set libraries. In our analysis, the TF perturbation categories in the GEO, ChEA, and ENCODE databases were chosen to identify the significant upstream TFs of those genes differentially expressed in *Bcl11b^tm1.1Leid^* mouse MSNs. The ARCHS4 database was chosen to identify significant co-expressors of those differentially expressed genes and TFs. The Mouse Gene Atlas database was chosen to conduct the neural tissue enrichment analysis to determine the similarity between our mouse *D9-Cre-Bcl11b^tm1.1Leid^* MSNs and other typical neural tissues. Gene sets extracted from perturbations of single genes, drugs, and diseases and RNA-seq disease gene and drug signature categories in the GEO database were chosen to identify synergistic genes of *Bcl11b* and to determine the similarities and differences in our RNA-seq data and high-throughput sequencing data from other peer-reviewed publications. An arbitrary cutoff of an adjusted *p*-value of less than 0.01 was chosen to determine the differentially expressed genes.

**GeneMANIA gene regulatory network analysis:** We used GeneMANIA to conduct the interaction network inference analysis of TFs that were enriched in *D9-Cre-Bcl11b^tm1.1Leid^* MSNs, with the arbitrary cutoff of an adjusted *p*-value of less than 0.01.

**Statistical analysis of transcriptomics:** Fisher’s exact tests were used to determine the overlap of the gene expression profile of the Q175 knockin mouse model [21] and the conditional *D9-Cre-Bcl11b^tm1.1Leid^*. The RNA-seq dataset of 10-month Q175 knockin mouse striatum (GSE 65774) had 2795 differentially expressed genes, and the *D9-Cre-Bcl11b^tm1.1Leid^* had 2771 differentially expressed genes. We used 0.01 as the arbitrarily adjusted *p*-value (FDR) cutoff. The background gene number was 24,106, according to the miRNA and coding gene data from the UCSC mouse mm10 GRCm38 genome assembly. Notably, instead of comparing the overlap of the gene name, we designed a method to compare the overlap of the gene signature, using the Fisher’s exact test twice. For the first test, genes were counted as overlapping genes only if they were differentially expressed in both datasets and shared the same pattern of expression (either upregulated or downregulated) and were in direct correlation between datasets. For the second test, only the genes that were differentially expressed in both datasets and their patterns of expression that were in inverse correlation in both datasets were counted as overlapping genes. Fisher’s test was not statistically significant. Cell-type enrichment analysis was calculated using Chi-square test. Cell-type specific genes were obtained from [32].

### Behavioral Testing of Bcl11b-Deletion Mice

**Locomotor activity:** Spontaneous locomotor activity was measured using the Digiscan D-Micropro automated activity monitoring system (Accuscan, Inc., Columbus, OH, USA). This system consists of transparent plastic boxes (45 × 20 × 20 inch) set inside metal frames that are equipped with 16 infrared light emitters and detectors with 16 parallel infrared photocell beams. Breaks were recorded using a computer interface in 5-min bins. Mice were habituated to the testing chamber for 2 days, and on the third day, their locomotor activity was recorded for 60 min prior to returning them to their home cages.

**Balance beam test:** Balance was assessed by measuring the ability of mice to traverse a narrow beam as described [33,34], with brief modifications. The beam consisted of an 85-cm-long wooden prism, divided into 5-cm frames, with a 1-cm face, placed 40 cm above the bench surface. During the training session, mice were allowed to walk on the beam for 2 min. After 4 h, mice were returned to the beam, and their latency to cover 30 frames and total distance traveled were measured.

**Vertical pole test:** Motor coordination and balance were assessed by measuring the ability of mice to turn and descend from a narrow pole, as described in [33]. The pole consisted of a 60-cm wooden cylinder (1-cm diameter) wrapped in tape to facilitate walking. Mice were trained for 2 consecutive days and tested on the third day. Mice were placed just below the top of the pole facing upwards. Time to completely orient the body downward (time to turn) and time to climb down (time to descend) the pole were measured. An average of three test trials is shown.

**Haloperidol-induced catalepsy:** Mice were intraperitoneally injected with 1 mg/kg Haloperidol (Sigma Aldrich, H-030) or saline vehicle (0.9% NaCl, Teknov, Hollister, CA, USA, S5824). After 30 min, mice were gently positioned in catalepsy position, placing their forelimbs on a 0.5 cm diameter steel rod, covered with non-slippery tape, that was 5 cm above the surface of the bench. A researcher measured the time to remove both front paws from the bar (catalepsy time). Catalepsy was measured every 30 min after the first trial.

**Elevated plus maze:** Anxiety-related behavior was tested by an elevated plus-maze as described in [35].

**Differentiation of neural stem cells (NSCs):** NSCs were generated from induced pluripotent stem cells (iPSCs) as described in [36]. Collagenase detachment media (Type IV, ThermoFisher Scientific, 17104019, 1 mg/mL) in Gibco KnockOut DMEM/F-12 medium (ThermoFisher Scientific, 12660012) was used for iPSC colonies. The cells were transferred to a 0.1% agarose (Sigma-Aldrich, A9414)-coated low-attachment petri dish. The culture dish contained embryonic stem (ES) culture medium Gibco KnockOut DMEM/F12,20% Gibco KnockOut Serum Replacement (ThermoFisher Scientific, 10828028), 100 U/mL penicillin-streptomycin (ThermoFisher Scientific, 15140122), 2.5 mM L-glutamine (ThermoFisher Scientific, 25030081), 1X Non-Essential Amino Acids (ThermoFisher Scientific, 11140050), 15 mM HEPES (ThermoFisher Scientific, 15630106), and 0.1 mM β-mercaptoethanol (ThermoFisher Scientific, 31350010). Embryoid body (EB) differentiation medium [DMEM (Corning, 10-013-CV) supplemented with 20% FBS (ThermoFisher Scientific, 16000036), 1X Non-Essential Amino Acids, 2 mM L-glutamine, and 100 U/mL penicillin-streptomycin] was used every two days replacing 25% ES medium. At day 10, the EBs were attached to dishes coated with poly-L-ornithine (1:1000 in PBS; Sigma-Aldrich, P3655) and laminin (1:100 in KnockOut DMEM/F-12; Sigma-Aldrich, L2020). The EB were cultured in neural induction medium [DMEM/F12,1X N2 (ThermoFisher Scientific, 17502001), 100 U/mL penicillin-streptomycin, 25 ng/mL βFGF (Peprotech, 100-18B), and 25 ng/mL Activin A (Peprotech, Cranbury, NJ, USA, 120-14P). Every 2 days medium was changed. Rosettes were harvested after 7–10 days with the addition of 25 ng/mL Activin A, as described in [37].

**Differentiation into MSNs:** MSNs were prepared as described in [38]. Briefly, 96-well plates were coated with a 50 µg/mL solution of Matrigel (Corning, Corning, NY, USA, CB-40234) for 24 h. Passage 13 NSCs were plated in NPM medium at a concentration of 90,000 cells per well. To start differentiation, NPM medium was replaced with Synaptojuice A. Half-medium changes were done every other day for 7 days. On day eight of differentiation, Synaptojuice A was replaced with Synaptojuice B for 10 days with half-medium changes every other day. Both Synaptojuice A and Synaptojuice B were supplemented with 25 ng/mL of Activin A (Peprotech, 120-14P).

**BCL11B and DARPP-32 immunostaining in MSNs:** Cells were washed with PBS and fixed with 4% paraformaldehyde for 12 min at room temperature. Cells were incubated in block buffer containing 1% normal donkey serum and 0.1% Triton-X-100 in PBS for 1 h. Primary antibodies were diluted at 1:100 in blocking buffer, and the cells were incubated with it overnight. The cells were then washed with buffer containing 0.1% Triton-X-100 in PBS for 5 min, three times. Secondary antibodies were diluted at 1:500 in blocking buffer with 300 nM DAPI, and the cells were incubated in it for 2 h. The cells were then washed three times with 0.1% Triton-X-100 in PBS for 5 min and imaged using a Cytation 5 instrument (Biotek). The antibodies used were rabbit anti-BCL11B (Novus Biological Littleton, CO, USA, NB100-79809) paired with donkey-anti-rabbit Alexa-488 (ThermoFisher, A-21206), and mouse anti-DARPP-32 antibody (Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA, sc-271111) paired with donkey-anti-mouse Alexa-647 (ThermoFisher, A-31571).

**iPSC-derived MSN qPCR:** MSNs were differentiated in a six-well plate, as described before. RNA was extracted utilizing an ISOLATE II RNA extraction kit (BIO-52071, Bioline). Following the manufacturer’s instructions, 850 ng of RNA per sample were used for cDNA synthesis (Cat No. BIO-65053, Bioline). qPCR Assays for SLIT3 (Cat No. 4453320, ThermoFisher Scientific, Assay ID: Hs00935843_m1), KCNC3 (Cat No. 4448892, ThermoFisher Scientific, Assay ID: Hs01085817_m1), and WNT10A (Cat No. 4448892, ThermoFisher Scientific, Assay ID: Hs05042697_s1) were used. A reaction mix used 1.5 μL of the cDNA template, 5 μL 2x SensiFAST Probe mix (BIO-86005, Bioline), 0.5 μL of ACTB endogenous control (4325788, ThermoFisher Scientific), and 2 μL of molecular grade water (AM9937, Invitrogen). Three technical replicates were done for each sample, and the reactions were run using a Roche LightCycler 480 II.

**Confocal microscopy of nuclear aggregates of BCL11B:** MSNs grown in plastic-bottomed microplates immunostained for BCL11B were imaged using a Zeiss LSM980/Airyscan2 laser scanning confocal microscope, using an LD LCI Plan-Apochromat 40×/1.2 Imm Korr objective lens with glycerol immersion, and Airyscan super resolution mode (41nm/pixel resolution). Images were analyzed in Image Analyst MKII (Version 4.1.3, Image Analyst Software, Novato, CA, USA) using the “Nuclear foci area measurement” standard pipeline, providing counts of BCL11B foci per nucleus, and the area of each nucleus based on the DAPI staining.

## 3. Results

**Transcriptomic analysis of *D9-Cre*-*Bcl11b*^tm1.1Leid^ mice:** We deleted *Bcl11b* selectively in post-mitotic, post-migrational adult MSNs by using a Cre mouse with the regulatory components of the genomic elements of DARPP-32 (i.e., D9) [30]. D9-Cre mice were crossed with *Bcl11b^tm1.1Leid^* loxP-flanked mutant mice. Using immunostaining, we confirmed that *D9-Cre-Bcl11b^tm1.1Leid^* mice express almost no Bcl11b in the MSNs at 5 weeks of age (Figure 1A). We performed RNA-sequencing on striatal tissue from homozygote-floxed *Cre^−^* and *D9-Cre-Bcl11b^tm1.1Leid^* mice at 4 months of age. We detected 38,386 mRNAs, including hundreds of long-intergenic non-coding RNAs (lincRNA), and 938 miRNAs. A differential expression analysis revealed that the deletion of *Bcl11b* resulted in 2771 differentially expressed genes (DEGs) with an adjusted *p*-value of less than 0.01 (Table S1). Among these DEGs, 1536 were upregulated and 1235 were downregulated (Table S1). The PCA plot shows the separation in the clustering of the transcriptome of the *Cre^−^* and *D9-Cre-Bcl11b^tm1.1Leid^* mice (Figure 1B). As expected, the levels of *Bcl11b* were substantially reduced in the *D9-Cre-Bcl11b^tm1.1Leid^* mice (Figure 1C). The volcano plot and heatmap highlight the top enriched genes in the *D9-Cre*-*Bcl11b^tm1.1Leid^* mice (Figure 1D,E). Although the top downregulated genes were not specifically correlated with MSN function, importantly, *Bcl11b* deletion also resulted in the loss of MSN-enriched markers with a reduced expression of: forkhead box protein P1 (*FoxP1*), DARPP-32 (also known as *Ppp1r1b*); *Arpp21*, proenkephalin-A (*Penk*), 5-hydrotryptamine receptor 1B,1D (*Htr1b, Htr1D*), ryanodine receptor (*Ryr1*), GABA receptor subunit delta; alpha-4 (*Gabrd, Gabra4*), histamine H3 receptor (*Hrh3*), *Drd1*, *Drd2*, and metabotropic glutamate receptor 1 (*Grm1*) (Table S1). Notably, *Drd2* (log2fold = −0.60) was reduced more than *Drd1* (log2fold = −0.26). Both striosome and matrix genes were altered.

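RNA from the dissected striatum of 4 D9-Cre-Bcl11b^tm1.1Leid mice (deletion mice) and 4 Cre-negative mice with the floxed allele (control mice) was sequenced at 4 months of age, with 1 library per mouse. The sample labels give all 8 mice as female, and the paper's methods describe both sexes for the study as a whole. Mice are named here by group and the number in their label, as control 1 to control 4 and deletion 1 to deletion 4. The authors removed low-quality bases and adapters with Trim Galore 0.6.4, aligned the reads with STAR 2.7.2b to the mouse genome GRCm38 and counted reads per gene with featureCounts. The deposited values are these raw counts and a table of log2 values from DESeq2's rlog transformation. Total counts per library were 47059264 to 50213377 in control mice and 51536311 to 70247098 in deletion mice, with every deletion library deeper than every control library (exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). The 22173 genes kept by edgeR's filter on low counts (minimum count 10, minimum total 15) were normalized by TMM and compared with edgeR's quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method, and genes passed at an adjusted p under 0.01, the threshold the paper states. Levels are CPM, counts scaled to the TMM-adjusted library size, as mean ± SD over the 4 mice of a group, and log2 fold changes are deletion against control with their standard errors. Gene lists were fixed before the deposited counts were examined but with the paper at hand, whose results come from these same mice. Several lists follow themes that the paper reports, so their tests are not independent of its findings. The 38 lists with more than 1 tested gene were compared with all other genes by camera, a gene set test of limma. Its inter-gene correlation was preset to 0.01, with Benjamini-Hochberg adjustment over the 38 lists. At an adjusted p under 0.05, 11 lists passed with the preset correlation and 0 with a correlation estimated per list; before adjustment, the estimated p of the MSN marker list was 0.00785. By fry, another limma gene set test, 11 lists passed as well but not the same ones: immediate early genes (adjusted p = 0.116) and mitochondrially encoded genes (0.0703) did not, while HDAC and sirtuin genes (0.00378) and Wnt genes (0.0122) did. The sources used here do not give the strand setting of the counting, so reads of overlapping or antisense genes cannot be told apart.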

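Bcl11b, which encodes the zinc finger transcription factor CTIP2, was lower in each of the 4 deletion mice than in each of the 4 control mice. Its level was 146 ± 4.16 CPM (SD, n = 4) in deletion mice and 393 ± 87.4 CPM (SD, n = 4) in control mice, from 7414 to 10071 and 13413 to 23706 counts per library. The log2 fold change was −1.43 (standard error 0.13, adjusted p = 7.06e-05 from edgeR), and the exact permutation test of log2 CPM gave p = 0.0286. The gene lies on chromosome 12 of GRCm38 from 107910403 to 108003602, and counts cover the whole gene, so they do not separate the deleted part from the rest. Of the 55376 features in the table, 40082 had at least 1 count in any library and 38386 had a total of at least 2 counts, among them 3604 annotated as lincRNA and 935 as miRNA. Across the genes tested, 1947 differed between deletion and control mice: 1079 rose and 868 fell in deletion mice. In 1946 of these, all 4 deletion mice lay on one side of all 4 control mice. Groups were apart in this way for 4885 tested genes (22.0%), against 2.86% by chance. DESeq2, which the authors also used, called 3204 genes on the same counts, and the paper gives 2771. With 1 mouse left out, edgeR called 1102 to 2066 genes, with the count falling by over 1.5 times without control 3 (1102), deletion 3 (1127), deletion 1 (1169) or deletion 4 (1285).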

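Several MSN markers that the paper names fell in deletion mice, and the dopamine D1 receptor Drd1 did not pass the test. Htr1b, a serotonin receptor, showed the largest decrease among them, with a log2 fold change of −1.52 (standard error 0.13, adjusted p = 3.94e-05 from edgeR). Ryr1, a calcium release channel of the endoplasmic reticulum, fell by 1.35 on the log2 scale (adjusted p = 7.32e-05 from edgeR). Arpp21, a cAMP-regulated phosphoprotein of MSNs, went from 1419 ± 187 CPM (SD, n = 4) in control mice to 707 ± 39.3 CPM (SD, n = 4) in deletion mice. Ppp1r1b, which encodes DARPP-32, went from 811 ± 36.1 to 569 ± 24.1 CPM (SD, n = 4 each), a log2 fold change of −0.51 (standard error 0.06, adjusted p = 2.03e-04 from edgeR). The GABA receptor subunit Gabrd fell by 0.71, the histamine receptor Hrh3 by 0.68 and the dopamine D2 receptor Drd2 by 0.60 on the log2 scale. Smaller decreases were found for Htr1d (−0.57), the transcription factor Foxp1 (−0.38), the opioid precursor Penk (−0.33) and Gabra4 (−0.24). Drd1 was at 566 ± 48.1 CPM in control mice and 472 ± 32.8 CPM in deletion mice (SD, n = 4 each), a log2 fold change of −0.26 with overlapping groups (adjusted p = 0.0314 from edgeR and 0.0073 from DESeq2). As a set, the markers were lower than other genes (camera, adjusted p = 8.75e-14; adjusted p = 0.149 with an estimated correlation). The paper chose this list on these samples, so it is not independent evidence of a direction. In fits that leave out 1 mouse, the adjusted p rose above 0.01 for Htr1d in 7 of 8 fits (highest 0.0171, without deletion 4), Foxp1 in 5 (0.0143, without deletion 4), Gabra4 in 4 (0.0160, without deletion 1) and Penk in 3 (0.0174, without deletion 3). The end of Gabra4 overlaps the start of Gabrb1 in the annotation.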

Although many markers specifically associated with MSNs were downregulated, there were some notable exceptions (Figure 1D,E). 

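Ltbp2, named as a latent TGF-β binding protein, rose from 0.705 ± 0.123 CPM (SD, n = 4) in control mice to 21.4 ± 1.45 CPM (SD, n = 4) in deletion mice. Its log2 fold change was 4.92 (standard error 0.14, adjusted p = 3.23e-08 from edgeR), and it lies on chromosome 12 of GRCm38 from 84783212 to 84876532. Among 32 genes of TGF-β and activin signaling, 6 rose, 3 fell and 23 did not pass the test (6 higher and 4 lower when adjusted over the list alone). Besides Ltbp2, the receptor-regulated SMAD Smad9 rose (log2 fold change 0.67), as did Smad3 (0.34), which carries TGF-β and activin signals. Skil, a repressor of SMAD activity, fell by 0.46 on the log2 scale. Members went in both directions, with a median log2 fold change of −0.03 and a mean of 0.11, and the set as a whole did not pass (camera toward lower, adjusted p = 0.950). Without deletion 1, 3 genes of the list rose in place of 6. The mean log2 CPM of the list in control 1 (4.67) stood apart from the other control mice.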

One of the top upregulated genes was latent transforming factor beta binding protein (*Ltbp2*). It is critical in the TGFβ signaling and regulation of this pathway that it has been linked to MSN developmental processes and HD neuropathogenesis [1]. Correspondingly, activin A receptor like type 1 (*Acvrl1)*, is upregulated. 

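Acvrl1, a type I receptor of the TGF-β family also known as ALK1, fell from 46.2 ± 22.6 CPM (SD, n = 4) in control mice to 12.6 ± 1.58 CPM (SD, n = 4) in deletion mice. Every deletion mouse had a lower level than every control mouse. The log2 fold change was −1.87 (standard error 0.28, adjusted p = 0.00132 from edgeR). The gene lies on chromosome 15 of GRCm38 from 101128522 to 101145336. Other receptors of the family moved less: Acvr1b rose by 0.25 and Acvr1c changed by −0.49 on the log2 scale, and both were picked here after their values were seen. In fits without 1 mouse, the adjusted p from edgeR rose above 0.01 for Acvr1b in 3 of 8 fits (highest 0.0113, without deletion 1) and for Acvr1c in 4 (0.0192, without deletion 1).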

During the development of the lateral ganglionic eminence (LGE), the ligand for Acvr1, Activin A, plays a critical role in the specification of striatal fate [39,40], and both activin receptors and activated activin are expressed in the developing LGE [39,40]. *Wnt8b* is involved in the caudalization of a regional identity [41]. 

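Wnt8b, a secreted ligand of the WNT family, fell in deletion mice, from 3.33 ± 2.25 CPM (SD, n = 4) to 0.235 ± 0.0848 CPM (SD, n = 4). Its log2 fold change was −3.81 (standard error 0.49, adjusted p = 5.04e-04 from edgeR). Of 43 Wnt ligands, receptors and secreted modulators tested, 5 rose, 4 fell and 34 did not pass (6 higher and 5 lower when adjusted over the list alone). The neighbouring ligands Wnt10a (log2 fold change 3.61) and Wnt6 (2.77) on chromosome 1 rose, each from under 2 CPM on average in control mice. The WNT receptor tyrosine kinase Ror1 fell by 2.17 and Rspo1, an enhancer of WNT signaling, by 2.68 on the log2 scale. The list as a whole was not set apart from other genes (camera, adjusted p = 0.110), except without deletion 4 (adjusted p = 0.0409, higher). Without deletion 1, control 2 or control 3, 3 genes of the list rose in place of 5. Among deletion mice, deletion 4 stood apart for Rspo1, at 0.627 CPM.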

Upon the reduction of *Bcl11b*, ras-specific guanine-nucleotide releasing factor 2 (*RasGRF2*) was also reduced. This calcium-regulated exchange factor [42] alters the ERK-dependent cocaine reward in mice [43]. 

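Rasgrf2, a calcium-regulated exchange factor that activates RAS and RAC, rose in deletion mice. Its level was 74.2 ± 39.9 CPM (SD, n = 4) in control mice and 608 ± 37.1 CPM (SD, n = 4) in deletion mice. All 4 deletion mice were above all 4 control mice. The log2 fold change was 3.04 (standard error 0.33, adjusted p = 1.95e-04 from edgeR), and the gene lies on chromosome 13 of GRCm38 from 91880400 to 92131656. Leaving out any 1 mouse gave an adjusted p of at most 8.86e-04.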

Some of the top upregulated genes are involved in cell death signaling pathways (e.g., *Clec12a*, a uric acid receptor that potentiates type I interferon responses) [44]. 

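Clec12a, an inhibitory C-type lectin receptor that senses uric acid crystals, fell from 8.91 ± 3.87 CPM (SD, n = 4) in control mice to 1.04 ± 0.293 CPM (SD, n = 4) in deletion mice, a log2 fold change of −3.09 (standard error 0.34, adjusted p = 1.80e-04 from edgeR). Of 20 p53 and cell death genes, 2 rose, 3 fell and 15 did not pass the test (2 higher and 4 lower when adjusted over the list alone). The pro-apoptotic BH3 protein Hrk fell by 1.32 on the log2 scale, the anti-apoptotic Bcl2 by 0.41 and the apoptosome component Apaf1 by 0.62. The stress-response factor Atf4 rose (log2 fold change 0.27), as did the cell-cycle inhibitor Cdkn1a (0.70). The cell death list was not set apart from other genes (camera, adjusted p = 0.480). Among 20 interferon-stimulated genes, edgeR called 0, DESeq2 0 and limma 0, and 4 were lower at an unadjusted p under 0.05; 0 were called by edgeR when adjusted over the list alone. The interferon list had a median log2 fold change of −0.34 and did not pass as a set (camera, adjusted p = 0.145); it passed as lower without control 2 (adjusted p = 0.00774), without control 3 (0.0132), with 1 surrogate variable (0.0216) and with the replicate number as a block (0.0316). Leaving out single mice raised the adjusted p from edgeR above 0.01 for Atf4 in 7 of 8 fits (highest 0.0219, without control 3), Cdkn1a in 6 (0.0245, without deletion 3), Bcl2 in 4 (0.0176, without deletion 3) and Apaf1 in 4 (0.0161, without control 3), while Hrk passed in all. Of the cell death list 0 rose in edgeR without control 1, control 2, control 3, deletion 1, deletion 3 or deletion 4 and 1 without deletion 2, while 1 fell without control 3 or deletion 1 and 5 without control 4.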

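The somatostatin receptor gene Sstr3, whose product sits in the primary cilium of neurons, rose in deletion mice. Its level was 4.65 ± 2.49 CPM (SD, n = 4) in control mice and 58.5 ± 3.08 CPM (SD, n = 4) in deletion mice, with no overlap between the groups. The log2 fold change was 3.65 (standard error 0.31, adjusted p = 3.94e-05 from edgeR). It lies on chromosome 15 of GRCm38 from 78537008 to 78544685.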

*Sstr3* is a G-protein-coupled receptor (GPCR) whose signaling affects neuronal cilia and apoptosis and is upregulated after heroin exposure [45,46]. In addition, glutamate metabotropic receptor 2 (*Grm2*) is increased in the *Bcl11b* MSN-deletion mice. 

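Grm2, a metabotropic glutamate receptor that couples to inhibitory G proteins, rose in all 4 deletion mice relative to all 4 control mice. Levels were 2.99 ± 1.49 CPM (SD, n = 4) in control mice and 39.5 ± 4.97 CPM (SD, n = 4) in deletion mice. This was a log2 fold change of 3.73 (standard error 0.29, adjusted p = 2.38e-05 from edgeR). The gene lies on chromosome 9 of GRCm38 from 106643095 to 106656082.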

A group of top dysregulated genes are not known to be specifically associated with MSNs and therefore warrant further investigation (Figure 1D,E, Table S1).

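The genes with the largest increases in deletion mice, among those with a mean of at least 1 CPM and groups that did not overlap, included secreted and keratin genes. Besides Ltbp2 they included Lbhd2 (log2 fold change 5.19), the keratin gene Krt73 (4.72), the hormone precursor gene Avp, which encodes vasopressin (4.48), the cell-surface protein gene Msln, which encodes mesothelin (4.34), and Ripor3 (4.21). Among them were also the predicted genes Gm14165 (5.86), Gm8730 (4.43) and Gm6472 (4.32). Krt73 went from 0.667 ± 0.386 to 17.6 ± 1.71 CPM and Avp from 0.685 ± 0.473 to 15.2 ± 2.86 CPM (SD, n = 4 each). Among the largest decreases were Gm10706 (−6.80), the selenium-independent glutathione peroxidase gene Gpx6 (−5.18), Sec14l3 (−4.19), AC128672.1 (−3.89), E230025N22Rik (−3.77), Gm38575 (−2.78) and the olfactory receptor gene Olfr1393 (−2.58), beside Wnt8b, Clec12a and Rspo1. Adjusted p from edgeR ranged from 3.23e-08 for Ltbp2 to 0.0022 for Gm6472 among the genes that rose, and from 2.82e-05 for Olfr1393 to 0.00115 for Gpx6 among those that fell. Predicted genes such as Gm6472 may share reads with near-identical copies. Single mice stood apart from their group for Gm6472 (1.03 CPM in deletion 1), Lbhd2 (3.02 CPM in control 4), Msln (8.10 CPM in deletion 2) and Ripor3 (0.597 CPM in control 3).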

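Of 39 genes with high expression in the striatum, 18 fell in deletion mice, 2 rose and 19 did not pass the test (22 lower and 3 higher when adjusted over the list alone). Ddit4l, an inhibitor of mTOR signaling, fell by 1.37 on the log2 scale, and Ptpn5, the striatum-enriched phosphatase STEP, by 0.95. Rasgrp2, an exchange factor for RAP1, fell from 196 ± 43.6 to 91.7 ± 4.80 CPM (SD, n = 4 each). Ptpn5 went from 397 ± 26.7 CPM to 205 ± 20.1 CPM (SD, n = 4 each; adjusted p = 2.79e-05 from edgeR). Strip2 (log2 fold change 0.82) and Rgs4, a regulator of G-protein signaling (0.41), rose. The median log2 fold change of the list was −0.28, and the set was lower than other genes (camera, adjusted p = 6.94e-10; adjusted p = 0.439 with an estimated correlation). Without deletion 3, 11 genes of the list fell in place of 18, and 1 rose in place of 2 without control 2, control 3, control 4, deletion 1, deletion 3 or deletion 4. The call of Rgs4 was lost in 6 of 8 fits with 1 mouse left out (highest adjusted p 0.0181 from edgeR, without deletion 3). Markers of cortical neurons, which border the dissected tissue, had a median log2 fold change of −0.08 in the same libraries, but the 12 genes went both ways (SD 1.02), with 2 higher and 10 that did not pass (2 higher and 1 lower when adjusted over the list alone).

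**Figure D1:**
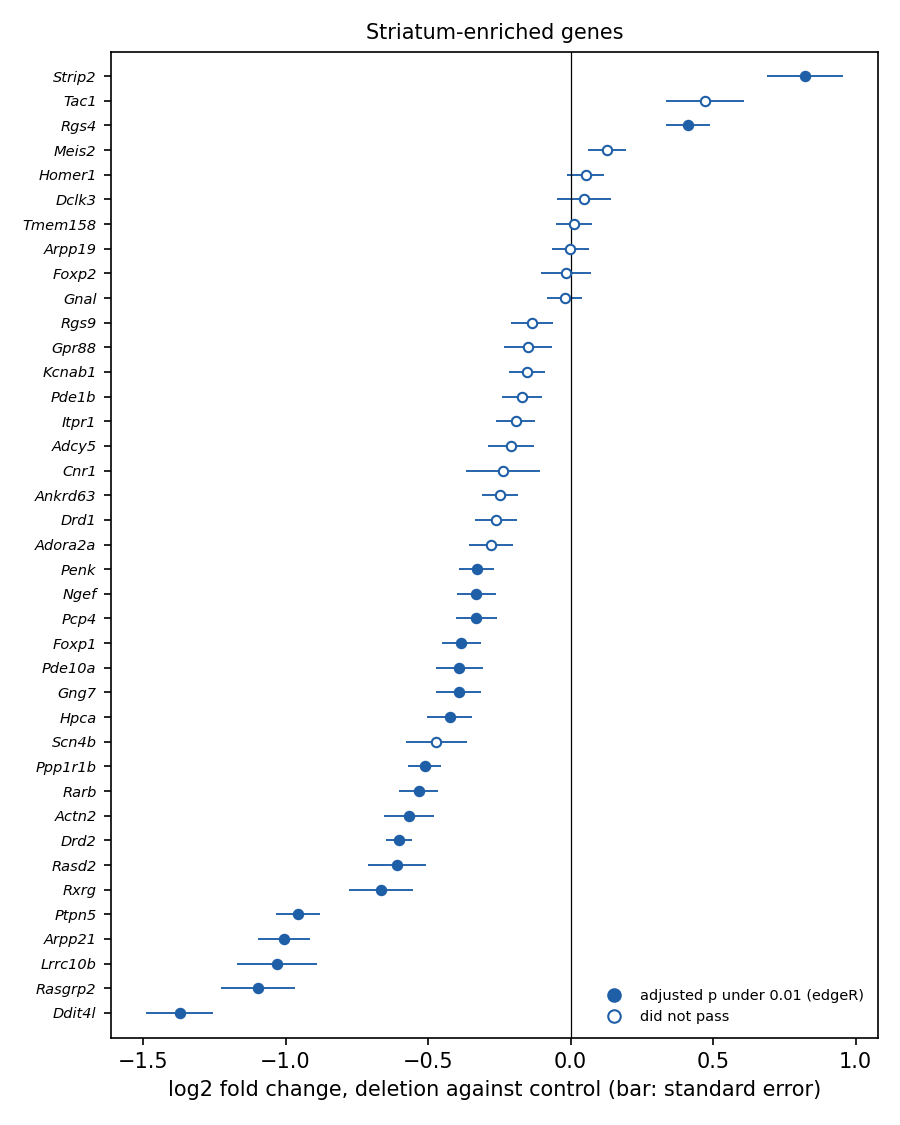
Log2 fold change of 39 striatum-enriched genes in 4 deletion against 4 control mice, with bars of 1 standard error; filled points passed an adjusted p under 0.01 from edgeR and open points did not. Changes range from −1.37 for Ddit4l to 0.82 for Strip2, with 18 filled points below 0 and 2 above.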

We conclude that the reduction in *Bcl11b* affects multiple genes involved in MSN maintenance and identity and signal transduction.

***Bcl11b* reduction results in differentially expressed genes that correlate with pathways dysregulated in HD.** We used Enrichr [47] to identify the co-expression networks that most overlap with the transcriptomics of the Bcl11b reduction in MSNs (Figure 2). 

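Pde10a, a phosphodiesterase of MSNs that degrades cAMP and cGMP, fell in deletion mice. It went from 1943 ± 179 CPM (SD, n = 4) in control mice to 1483 ± 93.4 CPM (SD, n = 4) in deletion mice, a log2 fold change of −0.39 (standard error 0.08, adjusted p = 0.00795 from edgeR). The deacetylase gene Sirt1 had a log2 fold change of 0.14 (adjusted p = 0.137), the mitochondrial protease gene Htra2 0.16 (0.266), the cholesterol transporter gene Npc1 −0.04 (0.682) and the transcriptional coactivator gene Ppargc1a −0.25 (0.0944), all from edgeR. These 5 genes, which the paper names for Huntington's disease and chose with these samples in view, gave 1 decrease (also 1 when adjusted over the list alone), and the set did not pass (camera, adjusted p = 0.624). Their levels here describe the striatum of the deletion mice and not the other datasets in the comparison. The call of Pde10a was lost in 7 of 8 fits that leave out 1 mouse (highest adjusted p 0.0280 from edgeR, without deletion 4).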

Strikingly, the expression changes for the *D9-Cre-Bcl11b^tm1.1Leid^* mice overlapped with expression profiles of HD mouse models, postmortem HD tissue and/or knockout mice (KO), including the genes *Pde10a*, *Sirt1*, *Htra2*, *Npc1,* and *Ppargc1a* (Figure 2A,B). Many of the overlapping genes are markers of MSNs, and the loss of striatal MSN identity overlaps with the *D9-Cre-Bcl11b^tm1.1Leid^* transcriptomics. The *D9-Cre-Bcl11b^tm1.1Leid^* mice transcriptional profile had drug perturbations from the GEO database that overlapped with soman, morphine, resveratrol, heroin, dexamethasone, coenzyme Q, creatine, levetiracetam, methamphetamine, and nicotinamide riboside (Figure 2C). These drug perturbations correlate with striatal function or known drug targets in HD. We also evaluated the overlap of the gene expression profiles of the 10-month-old Q175 knockin mouse model [21] and the conditional *D9-Cre-Bcl11b^tm1.1Leid^* mice. 

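The comparison with 10-month-old Q175 knockin mice rests on counts of genes that the paper's methods print: 2771 differentially expressed genes in the deletion mice and 2795 in Q175 mice, against a background of 24106 genes. The methods describe a test that counts genes changed in the same direction in both datasets and another that counts genes changed in opposite directions. After describing the second test, the methods state that Fisher's test was not significant. The results give 683 shared genes with a very small p, so on that reading it is not the opposite-direction count. They do not say whether it holds genes of the same direction only. If the 2 lists were independent, 321 genes would be shared, so the observed overlap is an odds ratio of 2.98 (Fisher's exact test, one-sided, p = 1.17e-94). With the 22173 genes tested here as background, 349 shared genes would be found by chance, an odds ratio of 2.68 (Fisher's exact test, one-sided, p = 1.80e-78). The Q175 genes themselves were not analysed here, so these values use only the printed numbers. Chance counts here are for genes in either direction, so they are not a like comparison if the 683 genes are those of the same direction.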

There were 683 genes shared when comparing the transcriptomic data sets (zQ175, 2795 genes) with a *p*-value of 3.75E-76, when using the Fisher exact test. The top KEGG pathway (2021 human) is the dopaminergic synapse, and the protein-protein interaction hub protein is GRIN1. The shared genes have ontologies for the regulation of neurotransmitter receptor activity, calcium signaling, potassium channel regulation, protein/threonine kinase activity, activin receptor activity, glutamate receptor activity, and postsynaptic density. Kinase regulation includes CAMK4 and the regulation of a glutamate receptor by CK1 and CDK5. As expected, our data enriches to constitutively deleted Bcl11b mice. Table S2 summarizes the overlap with the majority of known mouse HD transcriptomics data sets and the overlap with the *D9-Cre-Bcl11b^tm1.1Leid^* mice.

The top canonical pathways identified by a complementary analysis with an Ingenuity Pathway Analysis (IPA) were the opioid signaling pathway (*p*-value 6.22E-14), cAMP-mediated signaling (*p*-value 3.60E-08) via which dopamine signals are transduced, the synaptogenesis signaling pathway (*p*-value 4.07E-8), protein kinase A signaling (*p*-value 4.11 × 10^−8^), and calcium signaling (*p*-value 1.10E-07). The top upstream regulators were levodopa, CREB1, amino-5-phosphonovaleric acid, and huntingtin (HTT).

Next, we carried out a term enrichment analysis for GO or KEGG processes or functions associated with the DEGs for the conditional *D9-Cre-Bcl11b^tm1.1Leid^* mice, compared to the controls (Figure 3, Table S1, Supplemental Figure S1). The KEGG term enrichment analysis for gene signatures altered by *D9-Cre-Bcl11b^tm1.1Leid^* highlighted the axon guidance, dopaminergic synapses, adrenergic, estrogen, cAMP, MAPK, insulin, oocytes, and glutamatergic signaling (Figure 3A). 

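The paper's tables hold an axon guidance term in each direction: of 29 genes in its upregulated set, 19 rose in deletion mice, and of 18 in its downregulated set, 12 fell. The second of these was counted after the other terms had been seen. Among the genes of terms that the paper found in the downregulated set, 16 of 22 fell for adrenergic signaling, 12 of 17 for estrogen signaling, 16 of 27 for cAMP signaling, 21 of 27 for MAPK signaling, 13 of 16 for insulin signaling, 8 of 14 for oocyte meiosis and 10 of 16 for the glutamatergic synapse. These passed an adjusted p under 0.01 from edgeR, and the remaining genes of each term did not pass. DESeq2 called every gene of each of these terms in the paper's direction. The study chose these genes on these samples by their direction, so the counts are not evidence of a direction for any term. Leaving out control 3 left 12 genes for upregulated axon guidance, 9 for adrenergic, 7 for estrogen and 9 for cAMP signaling, 3 for oocyte meiosis and 2 for the glutamatergic synapse. Downregulated axon guidance had 7 genes without deletion 1, deletion 3 or control 1. Some of these counts also fell by over 1.5 times without other mice: adrenergic without deletion 3 (10) or deletion 4 (9) and estrogen without deletion 1 (7). For cAMP signaling it was 9 without deletion 1 or deletion 3 and 10 without control 1, control 2, deletion 2 or deletion 4. Oocyte meiosis had 3 without deletion 1 or deletion 3 and 4 without control 1, control 2, deletion 2 or deletion 4, and the glutamatergic synapse 2 without deletion 1, 3 without control 1, 4 without control 2 and 5 without deletion 3 or deletion 4. A separate list of 71 genes of the semaphorin, plexin, SLIT, ROBO, ephrin, netrin and UNC5 families held 14 that rose and 4 that fell (18 and 5 when adjusted over the list alone). Sema3f, a repulsive semaphorin, rose by 1.13 on the log2 scale, the ephrin receptor Epha10 by 1.11 and the semaphorin receptor Plxna4 by 0.97, while the netrin receptor Dcc fell by 0.74. The families as a set were higher than other genes (camera, adjusted p = 0.0146; adjusted p = 0.439 with an estimated correlation), and the set did not pass after trends with GC content and gene length were removed (adjusted p = 0.0606). Without deletion 1, deletion 3 or control 3, 9 genes of the families rose in place of 14, and without deletion 1, deletion 3, control 1 or control 2, 2 fell in place of 4.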

An IPA analysis summarizes the critical pathway for dopamine DARPP-32 feedback cAMP signaling that is enriched in the *D9-Cre-Bcl11b^tm1.1Leid^* mice (Figure 3B). This is a key pathway disrupted in HD. 

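In the dopamine, DARPP-32 and cAMP cascade, 14 of 47 genes fell in deletion mice, 2 rose and 31 did not pass the test (20 lower and 4 higher when adjusted over the list alone). Besides the D2 receptor and DARPP-32 itself, the catalytic subunit of protein phosphatase 1, Ppp1ca, fell by 0.71 on the log2 scale, from 223 ± 22.4 to 137 ± 3.04 CPM (SD, n = 4 each; adjusted p = 7.32e-05 from edgeR). Ppp2r5d, a regulatory subunit of protein phosphatase 2A that acts on DARPP-32, fell by 0.47, and Prkar2b, a regulatory subunit of protein kinase A, by 0.42. Calm3, which encodes calmodulin, rose (log2 fold change 0.41), as did the dopamine D4 receptor Drd4 (1.36). The cascade as a set was lower than other genes (camera, adjusted p = 5.28e-04; adjusted p = 0.447 with an estimated correlation). Fits without 1 mouse gave 5 to 12 genes of the list that fell, with 12 without control 4, 8 without control 2, 7 without deletion 4, 6 without deletion 1 or deletion 2, and 5 without control 1, control 3 or deletion 3, and 1 rose in place of 2 without deletion 1 or deletion 3. The call of Drd4 was lost in 2 of 8 such fits (highest adjusted p 0.0124 from edgeR, without deletion 1). Prkar2b and Calm3 were picked here after their values were seen.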

Interestingly, many of the genes with a log fold-change >1.0 correlated with genes involved in calcium homeostasis (Table S1, Supplemental Figure S2).

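Genes of calcium handling moved in both directions: of 65, 9 rose, 9 fell and 47 did not pass the test (13 and 13 when adjusted over the list alone). The cation channel Trpc6 rose from 26.0 ± 1.31 to 65.3 ± 6.84 CPM (SD, n = 4 each), a log2 fold change of 1.33 (standard error 0.08, adjusted p = 5.37e-06 from edgeR). Orai3, a store-operated calcium channel, rose by 0.64 on the log2 scale. Cacnb2, a subunit of voltage-gated calcium channels, fell by 0.62. Besides Trpc6 and Ryr1, the T-type channel gene Cacna1g was the only other gene of the list past the threshold with an absolute log2 fold change above 1 (1.29), and it was picked here after its value was seen. The list had a median log2 fold change of −0.01 and a mean of 0.03 and was not set apart from other genes (camera toward lower, adjusted p = 0.813). The number of genes of the list that fell was 3 without control 3, 4 without deletion 1, and 5 without control 1 or deletion 3, in place of 9. The call of Cacna1g was lost in 5 of 8 such fits (highest adjusted p 0.0144 from edgeR, without control 3).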

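Terms for synapses and ion channels are in the paper's tables for both the upregulated and the downregulated genes. Of the 33 genes that it gives as upregulated for synapse assembly, 16 rose in deletion mice and 17 did not pass, and of the 57 for ion channel activity, 43 rose and 14 did not pass (adjusted p under 0.01 from edgeR; DESeq2 called all 33 and all 57). Of the genes that it gives as downregulated, 29 of 46 fell for ion channel activity and 38 of 57 for synapse organization (DESeq2 called all 46 and all 57), both counted after the others had been seen. Synapse organization is among the upregulated terms too, and was not counted there because 65 of its 66 genes are printed. The study chose these genes on these samples by their direction, so the counts are not evidence of a direction for any term. With no filter on low counts, edgeR called 29 of the 33 for synapse assembly and 49 of the 57 for ion channel activity. Without control 3, 10 genes for synapse assembly rose, and without deletion 3, 28 for ion channel activity. Of the downregulated terms, ion channel activity had 19 genes without control 2, and synapse organization 21 without deletion 3 or control 3, 23 without deletion 1, 24 without deletion 4 and 25 without control 1. Potassium channel genes as a whole went both ways: of 82, 14 rose, 9 fell and 59 did not pass (17 higher and 12 lower when adjusted over the list alone). The voltage-gated channel gene Kcnh8 (log2 fold change 2.65), the 2-pore channel gene Kcnk9 (2.02), the inward rectifier gene Kcnj9 (0.80) and the silent subunit gene Kcns2 (0.70) rose. Kcnk9 went from 21.9 ± 6.27 to 89.1 ± 8.02 CPM (SD, n = 4 each; adjusted p = 2.85e-05 from edgeR). The potassium channel list as a set did not pass (camera, adjusted p = 0.592). Without deletion 1, deletion 3, control 1 or control 2, 9 potassium channel genes rose in place of 14, and without deletion 1, control 2 or control 3, 5 fell in place of 9. The mean log2 CPM of this list in control 4 (4.10) stood apart from the other control mice.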

Enriched BPs included synapse organization, functions, or molecules related with transmembrane activities, such as a transmembrane transporter or ion channels (Supplemental Figure S1A). 

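Of the genes that the paper gives as downregulated behind its terms, 36 of 52 fell in deletion mice for protein localization to the cell periphery, 39 of 52 for dephosphorylation, 29 of 45 for the rhythmic process and 25 of 35 for postsynapse organization (adjusted p under 0.01 from edgeR; DESeq2 called every gene of each). The study chose these genes on these samples by their direction, so the counts are not evidence of a direction for any term. Without deletion 3 or control 3, 22 genes fell for protein localization, and 24 and 23 for dephosphorylation. For the rhythmic process 14 fell without control 3, 15 without deletion 3, 16 without deletion 1 or deletion 4 and 17 without control 2 or deletion 2. For postsynapse organization 11 fell without deletion 3 or control 3, 12 without deletion 1, 13 without deletion 4, 15 without control 1 and 16 without control 2 or deletion 2. Of 148 protein phosphatase genes, 19 fell, 9 rose and 120 did not pass (24 lower and 15 higher when adjusted over the list alone). Ppp2r2a, a regulatory subunit of protein phosphatase 2A, fell by 0.79 on the log2 scale and Ptpn7, a tyrosine phosphatase that acts on MAP kinases, by 1.63. The phosphatases had a median log2 fold change of −0.03 and a mean of 0.01, and the set did not pass (camera toward lower, adjusted p = 0.392). Of 18 core clock genes, 7 fell, 1 rose and 10 did not pass (10 lower and 1 higher when adjusted over the list alone). The clock repressor Per2 fell by 0.73 on the log2 scale (adjusted p = 3.83e-04 from edgeR), the activator Arntl by 0.58, the output gene Hlf by 0.58, Bhlhe41 by 0.47 and Tef by 0.37. Dbp (−0.41) and Per1 (−0.35) fell as well, and the nuclear receptor gene Rora rose (log2 fold change 0.31). The clock genes as a set were lower than other genes (camera, adjusted p = 3.51e-05; adjusted p = 0.149 with an estimated correlation). Leaving out 1 mouse in turn, the calls of Dbp, Per1 and Rora were lost in 6, 5 and 4 of 8 fits (highest adjusted p 0.0237, 0.0214 and 0.0164 from edgeR, each without control 3). The number of phosphatase genes that fell was 11 without control 1, control 3 or deletion 3 and 12 without control 2, and the number that rose was 5 without deletion 1 or deletion 3.

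**Figure D2:**
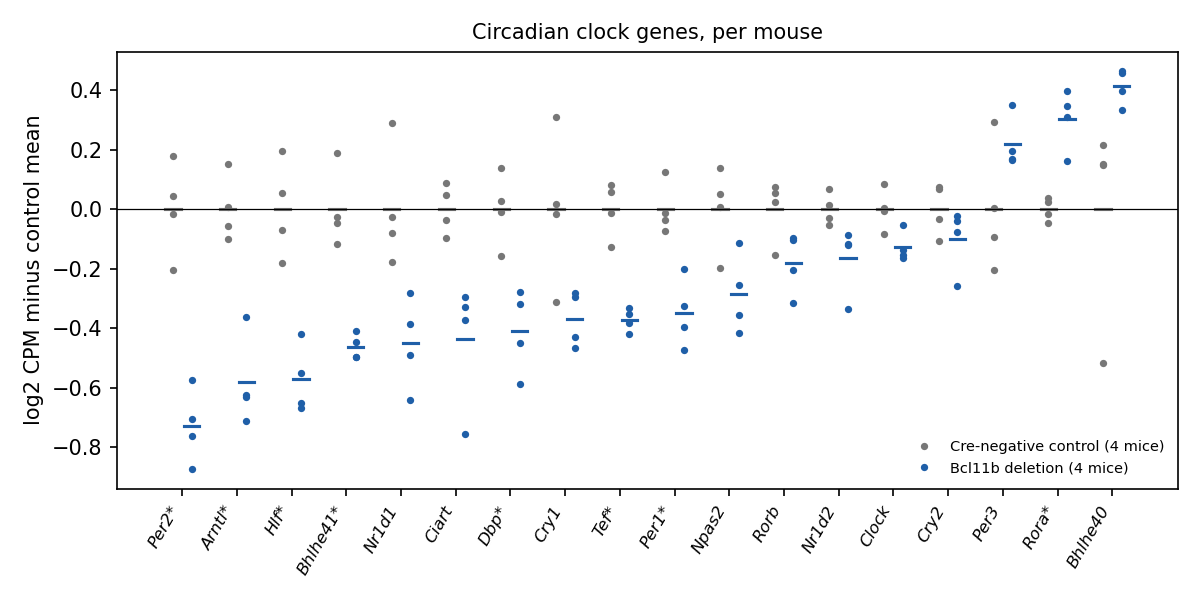
Log2 CPM of 18 clock genes in each of 4 control (grey) and 4 deletion (blue) mice, minus the mean of the control mice; bars are group means and asterisks mark adjusted p under 0.01 from edgeR. Genes are ordered by log2 fold change, with Per2 (−0.73) at the left and 7 of the genes with an asterisk below 0.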

Correspondingly, the GO terms enriched for BPs in the downregulated genes were protein localization, dephosphorylation, the rhythmic process, and the postsynapse. The cellular components and molecular functions are also shown in Supplemental Figure S1B–G. Top upstream terms and network from the IPA analysis were HTT, NR4A1, CNTF, epilepsy, dyskinesia, synaptic depression, the organization of cells, and catalepsy (Supplemental Figure S3). The identification of NR4A1 as a top upstream regulator is interesting. Although *Bcl11b* appeared to regulate gene expression in both striosomes and in the matrix in our current study, *Nr4a1* is highly enriched in the striosomes and is required for their development [3,31], and striosomes are altered in HD [48,49,50].

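Markers of the striosome and the matrix did not shift in a shared direction as groups in deletion mice. Of 12 striosome markers, 1 rose, 1 fell and 10 did not pass the test (3 higher and 1 lower when adjusted over the list alone). The potassium channel-interacting protein gene Kcnip1 rose (log2 fold change 0.86) and the WNT co-receptor gene Kremen1 fell. Among 5 matrix markers, only Rasgrp2 fell (2 lower when adjusted over the list alone). DESeq2 called 4 striosome markers higher and 1 lower, and 2 matrix markers lower. By the mixed test of fry, which asks for changes in either direction, adjusted p was 2.39e-05 for striosome and 0.00895 for matrix markers. Nr4a1, an orphan nuclear receptor and immediate early gene enriched in striosomes, was at 50.6 ± 16.5 CPM in control mice and 32.9 ± 2.98 CPM in deletion mice (SD, n = 4 each), a log2 fold change of −0.62 that did not pass (adjusted p = 0.0510 from edgeR and 0.0546 from DESeq2). Of 16 immediate early genes, 3 fell and 13 did not pass (also 3 lower when adjusted over the list alone). They were the phosphatase gene Dusp1 (−1.48), Egr1 and the AP-1 subunit gene Fosb (−0.89). Neither compartment's list was set apart from other genes (camera, adjusted p = 0.551 for striosome and 0.145 for matrix markers), and the immediate early genes were lower as a set (adjusted p = 0.0135; adjusted p = 0.568 with an estimated correlation). Without control 4 the immediate early set did not pass (adjusted p = 0.0962). Among fits without 1 mouse, the call of Kcnip1 was lost in 6 of 8 fits (highest adjusted p 0.0238 from edgeR, without control 3), Fosb in 5 (0.0172, without control 3) and Kremen1 in 1 (0.0109, without deletion 3), and 3 striosome markers rose without control 4 while 2 fell without control 1.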

Thus, a decrease in *Bcl11b* alters the general neuronal and MSN-specific processes, including in synapse organization and functions, or in molecules related with transmembrane activities (e.g., transmembrane transporter and ion channels).

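Among genes of general neuronal function, 3 neurofilament genes and Snap25 rose in deletion mice. Of 12 general neuron markers, 4 rose and 8 did not pass the test (also 4 higher when adjusted over the list alone). The light neurofilament gene Nefl rose from 333 ± 68.1 to 732 ± 15.0 CPM (SD, n = 4 each), a log2 fold change of 1.14 (standard error 0.13, adjusted p = 2.18e-04 from edgeR). Nefm (1.20), Nefh (0.69) and the SNARE gene Snap25 (0.48) rose as well, and in the annotation Nefl lies within the span of Nefm, so these 2 genes may share reads. The neuron markers were higher as a set (camera, adjusted p = 0.00325; adjusted p = 0.556 with an estimated correlation). Glutamate receptor genes went both ways. Besides Grm2, the kainate receptor gene Grik1 (log2 fold change 1.54) and Grm8 (1.00) rose, and the NMDA receptor subunit gene Grin2b (−0.47) fell. Of 16 GABA-A receptor subunit genes, 2, Gabrd and Gabra4, fell and 14 did not pass (also 2 lower when adjusted over the list alone). Neither receptor family passed as a set (camera toward lower, adjusted p = 0.950 for glutamate and 0.813 for GABA-A receptors), with medians of −0.01 and −0.03 and means of 0.18 and 0.12. With 1 mouse left out, the call of Nefh was lost in 7 of 8 fits (highest adjusted p 0.0237 from edgeR, without deletion 3), Grin2b in 7 (0.0266, without deletion 1) and Grm8 in 4 (0.0147, without deletion 3). Of the GABA-A genes 1 fell without control 2, deletion 1, deletion 2 or deletion 3. From the terms enriched among the genes that rose and those that fell, the paper concludes that loss of Bcl11b alters both general neuronal and MSN-specific processes at the synapse and the membrane.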

**Transcriptional network impacted by *Bcl11b* deletion:** We evaluated the TFs and networks impacted by the deletion of *Bcl11b*. Using the mouse TF database, a total of 287 differentially expressed TFs were altered [51]. Among these, 109 were upregulated, and 178 were downregulated (Table S1). These differentially expressed TFs were used as the input for the gene regulatory network analysis to determine the key upstream regulators in the *D9-Cre-Bcl11b^tm1.1Leid^* MSNs (Figure 4). From the inferred networks, we identified the hub gene, *Egr1* (Figure 4A), which plays a key role in the induction of DARPP-32 expression in MSNs [52]. The enrichment of *Foxo3*, *Foxj2*, and *Foxj3* showed that the decrease of *Bcl11b* alters the forkhead pathway (Figure 4B), which is important in adult human neurogenesis and cell-cycle inhibition [53,54].

Additionally, our TF network identifies *Kmt2a*, *Kdm2a*, and *Ash1l*, which are important histone-modifying enzymes involved in chromatin remodeling (Figure 4B,C). 

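Of 48 genes for enzymes that add or remove methyl groups on histone lysines, and related factors, 9 fell in deletion mice and 39 did not pass the test (12 lower when adjusted over the list alone). Kmt2a, a methyltransferase for lysine 4 of histone H3, fell from 100.1 ± 8.16 to 77.4 ± 6.34 CPM (SD, n = 4 each), a log2 fold change of −0.37 (standard error 0.07, adjusted p = 0.00584 from edgeR). Ash1l had a log2 fold change of −0.18 (adjusted p = 0.0316 from edgeR and 0.0163 from DESeq2) and Kdm2a of −0.13 (adjusted p = 0.108 from edgeR). The demethylase genes Kdm7a (−0.48) and Kdm3a (−0.62), the methyltransferase gene Ezh2 (−0.81) and Jarid2 (−0.62), a partner of the EZH2 complex, fell. As a set these genes were lower than other genes (camera, adjusted p = 2.97e-06; adjusted p = 0.387 with an estimated correlation), and the levels are of RNA, not of histone marks. Without deletion 1, control 2 or control 3, 5 genes of the list fell in place of 9, and the call of Kmt2a was lost in 5 of 8 fits (highest adjusted p 0.0198 from edgeR, without control 2). Single mice stood apart from their group for Ash1l (233 CPM in control 1) and for the list's mean log2 CPM (5.40 in deletion 2).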

Kmt2a modifies H3K4 [55], Ash1l modifies H3K36 [56], and Kdm2a modifies H3K4 and H3K36 [57,58], and these may indicate that a deficiency in *Bcl11b* causes abnormal histone modification. Notably, H3 lysine 4 trimethylation (H3K4me3) at transcriptionally repressed promoters in the brain is considered an early feature of HD [59].

Other noteworthy TFs that were enriched in the networks were *Nfat5* and *Nfatc3*. They regulate the calcineurin-mediated signaling pathway, and importantly, calcineurin inactivates DARPP-32 by dephosphorylation [60]. Moreover, hyperactivated calcineurin dysregulates BDNF transport in HD [61,62].

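Nfat5 and Nfatc3, transcription factors of the NFAT family, were lower on average in deletion mice without passing the test. Nfat5, which responds to osmotic stress, was at 63.6 ± 2.89 CPM (SD, n = 4) in control mice and 51.1 ± 4.90 CPM (SD, n = 4) in deletion mice, a log2 fold change of −0.32 (standard error 0.07, adjusted p = 0.0109 from edgeR and 9.82e-04 from DESeq2). Nfatc3, which calcineurin activates, was at 11.4 ± 0.383 and 9.80 ± 0.158 CPM (SD, n = 4 each), a log2 fold change of −0.21 (adjusted p = 0.0903 from edgeR and 0.0528 from DESeq2). For both genes all 4 deletion mice lay below all 4 control mice.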

Overall, *D9-Cre-Bcl11b^tm1.1Leid^* mice strongly mimic aspects of HD transcriptional dysregulation.

The decrease of *Bcl11b* in differentiated MSNs resulted in a decrease in NeuN+/DARPP-32+ cells, motor deficits, and a decreased response to haloperidol. Selective loss of striatal MSNs is a major hallmark in HD but is poorly recapitulated in mouse models [63]. To determine if *Bcl11b* deletion compromises neuronal viability, we counted the striatal neurons, and specifically MSNs, using a NeuN and DARPP-32 immunofluorescence. Fewer NeuN+ and DARPP-32+ cells were detected in the striatum of *D9-Cre-Bcl11b^tm1.1Leid^* mice than in the wildtype (WT) mice (Figure 5A,B). The decreased neuronal numbers were not accompanied by increased numbers of microglia, as revealed by Iba1 immunostaining (Figure 5C). The decrease in NeuN+ and DARPP-32+ cells may suggest a loss of neurons, de-differentiation, or a lack of differentiation.

The role of the striatum in movement and the overlap of the gene expression changes with HD prompted us to evaluate the motor behavior of striatal *D9-Cre-Bcl11b^tm1.1Leid^* mice. We found that spontaneous locomotor activity was reduced in *D9-Cre-Bcl11b^tm1.1Leid^* mice in the first 5 min (Figure 6A). There was a trend towards subtle balance alterations in the balance beam test, in that *D9-Cre-Bcl11b^tm1.1Leid^* mice and WT mice crossed a similar number of frames, but the KO mice appeared to require more time to cross 30 frames than WT mice (*p*-value = 0.096; *t*-test) (Figure 6B). Importantly, *D9-Cre-Bcl11b^tm1.1Leid^* mice displayed poor performance in the vertical pole test, requiring more time to turn and descend than WT mice (unpaired *t*-test, * *p* < 0.05; ** *p* < 0.01) (Figure 6C). *Bcl11b* deletion did not alter anxiety-like behavior in the elevated plus maze (Supplemental Figure S4). These results suggest that motor abnormalities after *Bcl11b* deletion in adult MSNs overlap to some extent with HD mouse models.

Next, RNA-seq analysis pointed to specific alterations of genes involved in the dopaminergic synapse pathway (adjusted *p*-value = 3.27E10−7). 

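Of the 23 genes that the paper gives as downregulated behind its KEGG term for the dopaminergic synapse, 17 fell in deletion mice and 6 did not pass an adjusted p under 0.01 from edgeR. DESeq2 called all 23. The study chose these genes on these samples by their direction, so the count is not evidence of a direction. Without control 1, control 3 or deletion 1 the count was 9, without control 2 or deletion 3 it was 10, and without deletion 2 or deletion 4 it was 11.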

A cell-type-specific enrichment analysis showed that *Bcl11b* deletion caused a downregulation of genes that were enriched in both D1 and D2-MSN subtypes (Supplemental Figure S4). 

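Of 10 D2-MSN markers, 4 fell in deletion mice, 1 rose and 5 did not pass the test (6 lower and 1 higher when adjusted over the list alone). Besides Drd2 and Penk, the receptor gene Gpr6 fell by 0.73 and the transcription factor gene Sp9 by 0.47 on the log2 scale. Upb1, an enzyme of pyrimidine breakdown, rose from 9.99 ± 4.07 to 73.8 ± 7.83 CPM (SD, n = 4 each; log2 fold change 2.89, adjusted p = 3.76e-05 from edgeR). Of 10 D1-MSN markers, Eya1 fell (−0.93), Slc35d3 rose (log2 fold change 0.47) and 8 did not pass (also 1 lower and 1 higher when adjusted over the list alone). The D2 list was lower as a set (camera, adjusted p = 0.0296; adjusted p = 0.439 with an estimated correlation). Its median log2 fold change was −0.30, but its mean was −0.006 (SD 1.06), with Upb1 at 2.89. The D1 list had a median log2 fold change of 0.09 and a mean of −0.03 and did not pass (camera toward lower, adjusted p = 0.950). With 1 mouse left out, the D2 set did not pass without deletion 2 (adjusted p = 0.0897), control 2 (0.0519) or control 4 (0.0509). The calls of Sp9, Eya1 and Slc35d3 were lost in 8, 6 and 4 of 8 such fits (highest adjusted p 0.0261 and 0.0277 without control 3 and 0.0173 without deletion 1, from edgeR), and 2 D2 markers fell without control 2, control 3 or deletion 3, while 2 D1 markers fell without control 2. For the D1 list, deletion 2 stood apart with a mean log2 CPM of 5.56.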

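Both dopamine receptors were measured in the same libraries, which allows them to be compared within each mouse. In control mice log2 CPM of Drd2 minus that of Drd1 was −2.60 ± 0.08 (SD, n = 4), and in deletion mice it was −2.94 ± 0.06 (SD, n = 4). The difference of −0.34 was larger than the spread between mice, and no deletion mouse overlapped a control mouse (exact two-sided permutation test, p = 0.0286). Drd2 lies on chromosome 9 of GRCm38 from 49340627 to 49408177 and Drd1 on chromosome 13 from 54051183 to 54055705.

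**Figure D3:**
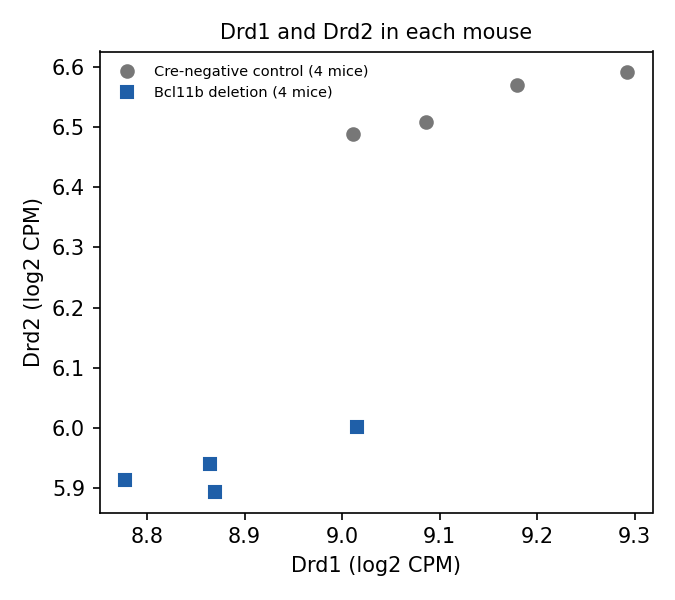
Log2 CPM of Drd2 (vertical axis) against log2 CPM of Drd1 (horizontal axis) in 4 control (grey circles) and 4 deletion (blue squares) mice; each point is 1 mouse. The groups are apart on the Drd2 axis (6.49 to 6.59 in control mice and 5.89 to 6.00 in deletion mice) and overlap on the Drd1 axis (9.01 to 9.29 and 8.78 to 9.02).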

Notably, *Drd2* (log2fold = −0.60) was reduced more than *Drd1* (log2fold = −0.26). To functionally explore D2R-mediated behavior, we performed the haloperidol-induced catalepsy test. Haloperidol treatment in mice produces a behavioral state in which the mice fail to correct externally imposed postures (i.e., catalepsy). Integrity of postsynaptic dopamine receptors is required to observe this phenotype [64]. Haloperidol (1 mg/kg) was injected intraperitoneally into WT and D9-Cre *Bcl11b*-deletion mice. Catalepsy was measured 30 min after the injection and every 30 min up to 2 h. Catalepsy time was lower in *Bcl11b*-deletion mice than WT littermates (Figure 6D, two-way ANOVA, with Bonferroni post-hoc test, * *p* < 0.05).

**Disruption of BCL11B function in a human HD MSN model.** The strong correlation of the *D9-Cre-Bcl11b^tm1.1Leid^* mice transcriptome with HD models prompted us to determine how the *HTT* mutation mimics lower levels of *Bcl11b*. We differentiated isogenic human patient HD72 iPSCs (CAG repeat size 72) into MSNs (Figure 7A). As expected, the HD72-MSNs had lower levels of DARPP-32 than isogenic control C116-MSNs. Top genes dysregulated in *D9-Cre-Bcl11b^tm1.1Leid^* mice follow similar trends in expression as measured by RT-PCR in human HD72-MSNs (Figure 7B). KCNC3 and WNT10A were *upregulated* in HD72-MSNs, compared to control C116. Like the *D9-Cre-Bcl11b^tm1.1Leid^* mice transcriptomics, SLIT3 was downregulated in HD72-MSNs. BCL11B was modestly upregulated but not statistically significant (data not shown), and may represent the fact that the iPSC-derived MSNs are relatively immature, compared to mouse adult MSNs in vivo. As our current studies show a loss of *Bcl11b* in MSNs correlates with the HD transcriptome, we investigated the mechanism for how this might occur in HD. BCL11B expression was characterized by immunofluorescence in HD72-MSNs compared to control. In HD72-MSNs, BCL11B was concentrated in internuclear aggregates, but showed a diffuse pattern in C116-MSNs (Figure 7C). Many more internuclear aggregates were noted in the HD72-MSNs than in controls (Figure 7D). We conclude that the sequestration of BCL11B into nuclear aggregates may lead to loss of transcriptional activity of BCL11B in HD even in the presence of normal level of expression.

## 4. Discussion

We report that selective Cre-mediated deletion of the transcription factor *Blc11b*/*Ctip2* in differentiated striatal MSNs leads to a transcriptional signature similar to HD and supports the notion that *Bcl11b* has a critical role in maintaining key pathways in the biological function and identity of MSNs in adult mice. Reduction in *Bcl11b* results in the lower expression of MSN differentiation markers, including *FoxP1*, *DARPP-32* (*also known as Ppp1r1b*), *Arpp21*, *Penk*, *Htr1b*, *Htr1D*, *Ryr1*, *Gabrd*, *Gabra4*, *Hrh3*, *Drd1*, *Drd2* and *Grm1*. Previous studies have shown that loss of *Bcl11b* during development results in deficits in MSN birth, migration and differentiation [15]. Our results, therefore, are consistent with a continued role of *Bcl11b* in MSN differentiation and/or maintenance of identity in adult mice.

A cell-type-specific enrichment analysis showed *Bcl11b* deletion caused a downregulation of genes that were enriched in both D1 and D2-MSN subtypes. Notably, *Drd2* was reduced more than *Drd1*. We also found alterations in MSN gene expression in both the patch/striosome and matrix compartments of the striatum, without enrichment for either compartment. This includes the striosome markers *Oprm1*, *Tac1*, *Spon1*, *Lydp1*, *Kremmen1*, *Tshz1*, and *Pdyn* for patch and the matrix marker, *Epha4*. 

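The striosome markers differed in sign between genes in deletion mice. Of the 7 striosome markers, Kremen1 fell (log2 fold change −0.54, adjusted p = 0.00237 from edgeR) and 6 did not pass (3 higher and 1 lower when adjusted over the list alone). Tac1, the precursor of substance P, had a log2 fold change of 0.47 (adjusted p = 0.0365 from edgeR), the matrix protein gene Spon1 of 0.53 (0.0180) and Lypd1 of 0.84 (0.0153), each also called by DESeq2. The opioid receptor gene Oprm1 (−0.58, adjusted p = 0.0759 from edgeR), the transcription factor gene Tshz1 (0.27, 0.0640) and the opioid precursor gene Pdyn (0.10, 0.843) passed with neither tool. The ephrin receptor gene Epha4 was at 404 ± 34.8 CPM in control mice and 336 ± 4.73 CPM in deletion mice (SD, n = 4 each), a log2 fold change of −0.26 (adjusted p = 0.0134 from edgeR and 0.00164 from DESeq2). The 7 genes were not set apart from other genes (camera, adjusted p = 0.473), and since the paper chose them on these samples they are not independent evidence. Without deletion 3 the call of Kremen1 was lost (adjusted p = 0.0109 from edgeR), and without control 4, 2 of the 7 rose.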

We functionally validated that the gene expression changes were large enough to compromise dopamine neurotransmission, as evidenced by an abnormal haloperidol-induced catalepsy test.

The expression changes for the *D9-Cre-Bcl11b^tm1.1Leid^* mice overlapped with the gene expression profiles of HD mouse models and the postmortem HD tissue. Interestingly, some gene expression changes that overlapped with *D9-Cre-Bcl11b^tm1.1Leid^* mice are genes involved in HD pathophysiology including *Pde10a*, *Sirt1*, *Htra2*, *Npc1,* and *Ppargc1a*. Transcriptional dysregulation has long been described as an important pathological change in HD. Many of the downregulated genes in HD striatum are enriched for genes that define MSN identity and function [21,65,66,67,68,69,70]. 

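Of 18 genes for histone deacetylases and sirtuins, 4 rose in deletion mice and 14 did not pass the test (6 higher and 2 lower when adjusted over the list alone). The mitochondrial sirtuin gene Sirt3 rose from 31.8 ± 2.79 to 43.3 ± 1.73 CPM (SD, n = 4 each), a log2 fold change of 0.44 (standard error 0.07, adjusted p = 0.00159 from edgeR). Hdac11 (0.25), Hdac9 (0.28) and the tubulin deacetylase gene Hdac6 (0.26) rose as well. The list as a whole did not pass (camera, adjusted p = 0.0776). Over the fits without 1 mouse, the call of Hdac9 was lost in 7 of 8 fits (highest adjusted p 0.0217 from edgeR, without control 3) and that of Hdac6 in 6 (0.0291, without deletion 3), so 2 genes of the list rose in 6 of these fits, namely without control 1, control 2, control 3, deletion 1, deletion 3 or deletion 4.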

Further, as in HD, genes whose expression are altered after the depletion of *Bcl11b* in MSNs were enriched in calcium and HDAC signaling. The mechanism behind mutant HTT-induced transcriptional effects is unclear. Our studies using human HD-MSNs suggests that the sequestration of BCL11B into nuclear aggregates may lead to loss of function of BCL11B in HD and the loss of MSN identity and function. This is consistent with a physical interaction of BCL11B with mHTT [19] and altered levels in HD mouse models [22].

Our results highlight a cascade of TFs that are impacted when *Bcl11b* is deleted in striatal MSNs. 

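Of the 287 transcription factors that the study lists as differentially expressed, 286 could be tested with edgeR: 72 rose, 104 fell and the others did not pass an adjusted p under 0.01. DESeq2 called all 287, with 109 higher and 178 lower. Of 20 transcription factors that the paper names, 3 rose, 4 fell and 13 did not pass (4 higher and 9 lower when adjusted over the list alone). The tendon factor gene Scx rose from 1.52 ± 0.18 to 6.57 ± 0.904 CPM (SD, n = 4 each), a log2 fold change of 2.11 (standard error 0.16, adjusted p = 2.01e-05 from edgeR), and the ETS factor gene Ets2 (0.60) and Crebzf (0.35) rose as well. Besides Egr1 and Kmt2a, the chromatin remodeler gene Bptf (−0.25) and Zfx (−0.24) fell, both picked here after their values were seen. The named factors had a median log2 fold change of −0.20 and a mean of 0.01, and the set did not pass (camera toward lower, adjusted p = 0.124). The study chose both lists on these samples, so their counts are not independent evidence. With 1 mouse left out, the count fell by over 1.5 times without control 3 (91), deletion 3 (104), deletion 1 (106), deletion 4 (108) or control 2 (116), and of the named factors 1 fell in place of 4 without control 2, control 3, deletion 1 or deletion 2, and 2 without deletion 4. The call of Zfx was lost in 8 of 8 such fits (highest adjusted p 0.0380 from edgeR, without control 3) and that of Bptf in 7 (0.0268, without deletion 1).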

As discussed above, we identified that *Egr1,* required for DARPP-32 expression, is a hub gene [52]. 

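Egr1, an immediate early transcription factor, fell in deletion mice, from 65.3 ± 3.06 CPM (SD, n = 4) to 43.6 ± 5.01 CPM (SD, n = 4). Every deletion mouse was below every control mouse. The log2 fold change was −0.58 (standard error 0.08, adjusted p = 6.99e-04 from edgeR), and the gene lies on chromosome 18 of GRCm38 from 34859823 to 34864984. Among control mice, control 4 stood apart at 69.9 CPM.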

Th enrichment of *Foxo3*, *Foxj2*, and *Foxj3* showed that the deficiency of *Bcl11b* alters the forkhead pathway which is important in adult human neurogenesis and cell-cycle inhibition [53,54]. 

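None of the forkhead genes Foxo3, Foxj2 and Foxj3 passed the test in edgeR, and at an unadjusted p under 0.05 Foxj2 was lower. Foxj2 was at 21.5 ± 2.03 CPM (SD, n = 4) in control mice and 17.1 ± 1.25 CPM (SD, n = 4) in deletion mice, a log2 fold change of −0.33 (standard error 0.08, adjusted p = 0.0212 from edgeR). DESeq2 called Foxj2 alone of the 3 (adjusted p = 0.00382). Foxo3, a target of insulin signaling, and Foxj3 each had a log2 fold change of 0.03, with overlapping groups (adjusted p = 0.786 and 0.790 from edgeR). For Foxj3, control 2 stood apart from the other control mice at 62.0 CPM. These levels are of the RNA of each gene and not of its targets.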

Stat1/3 are enriched in the differentially expressed TFs that are upregulated in the case of *Bcl11b* deletion MSNs. 

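Stat3, a transcription factor activated by cytokine receptors, did not pass the test in edgeR. It was at 68.1 ± 3.69 CPM (SD, n = 4) in control mice and 81.7 ± 7.47 CPM (SD, n = 4) in deletion mice, a log2 fold change of 0.26 (standard error 0.07, adjusted p = 0.0227 from edgeR). All 4 deletion mice lay above all 4 control mice. DESeq2 called Stat3 (adjusted p = 0.00815).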

We recently identified that Stat1/3 is a TF that is required for striosome development [31]. Our results suggest that this may be an important pathway in adult MSNs as well for striosome identity maintenance.

Recent studies have used CRISPR/Cas9 to deplete human embryonic stem cells of *BCL11B*. The reduction of BCL11B in human MSNs leads to neuronal vulnerability and dysfunction. In the human model of MSNs where BCL11B is depleted, cAMP-Ca^2+^ signaling, which integrates the PKA pathway, was identified as dysregulated [20]. These same pathways were identified in the current study. *BCL11B* knockdown likely leads to common alterations in signaling in both mice and human models.

## 5. Conclusions

In conclusion, dissecting the role of *Bcl11b* in adult striatal MSNs has provided valuable information on its function as well as supporting its role in basal ganglia diseases, such as HD. The postnatal deletion of *Bcl11b* in MSNs mimics aspects of the phenotype identified in genetic HD mouse models. However, the *D9-Cre-Bcl11b^tm1.1Leid^* mouse does not constitute an actual model of human HD, and certainly there are many other, multicellular contributions to the HD phenotype. Finally, *Bcl11b* has a critical role in the maintenance of mature MSN phenotype and function, with a very distinct overlap with the HD transcriptome, via which its decrease may contribute to HD pathogenesis.

## Figures and Tables

**Figure 1:**
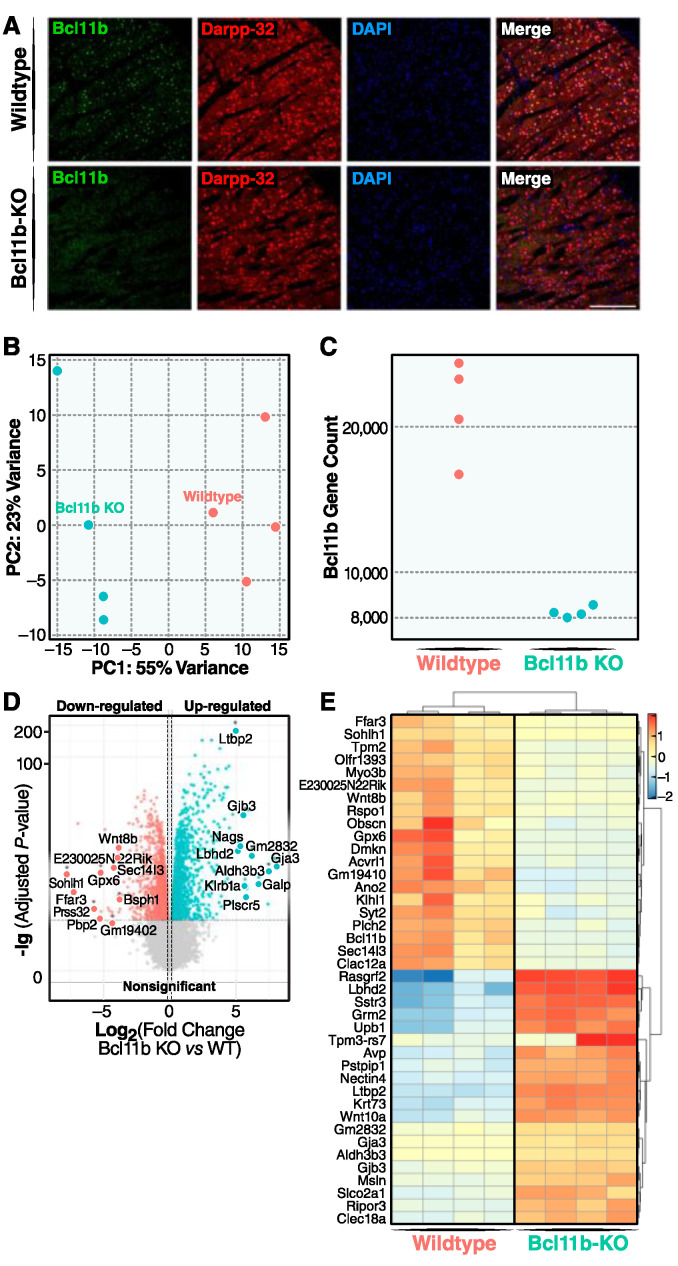
**Identification of transcriptome portraits of *Bcl11b* deletion and WT cells by RNA-seq analysis in Cre+ and Cre− MSNs populations from the striata of D9-Cre mice.** (**A**) *D9-Cre-Bcl11b^tm1.1Leid^* mice specifically knocked down expression *Bcl11b* in MSNs by using a D9-*Cre* under the control of regulatory elements of the mouse Ppp1r1b gene-encoding DARPP-32. *D9-Cre-Bcl11b^tm1.1Leid^* and *Cre*-negative mice (4-months-old) were analyzed using immunohistochemistry (IHC) with a BCL11B antibody. Scale bar is 500 mm. (**B**) PCA plots using the rlog-transformed values indicate a significant difference in the transcriptome *Bcl11b* deleting MSNs, and controls. (**C**) Scatter plot shows that *Bcl11b* gene expression is much less in *D9-Cre-Bcl11b^tm1.1Leid^* mice than *Cre*– control mice. (**D**) Volcano plot shows differences in *Cre*+ and *Cre*− gene expression. Genes with an adjusted *p*-value below 0.01 with absolute log2 fold ratio greater than 1 are highlighted. Genes in red are relatively decreased in expression in the Cre− population (i.e., enriched in the WT population), those in green are relatively increased in expression in the *Bcl11b^tm1.1Leid^* mice, and those in grey are equally distributed among the two populations. (**E**) Heatmap of relative normalized count values across samples. Top 20 up- and downregulated genes that have the highest product of log fold-change and base mean are reported, respectively. Top downregulated genes include: *Bcl11b*, free fatty acid receptor (*Ffar3*), spermatogenesis and oogenesis-specific basic helix-loop-helix 1 (*Sohlh1*), beta tropomyosin (*Tmp2*), *myosin IIIB* (*Myo3b*), wnt family member 8B (*Wnt8b*), R-spondin-1 (*Rspo1*), Obscurin (*Obscn*), glutathione peroxidase 6 (*Gpx6*), dermokine (*Dmkn*), serine/threonine-protein kinase receptor, R3, activin A receptor-like type 1 (*Acvrl1*), anoctamin-2 (*Ano2*), kelch-like protein 1 (*Klhl1*), synaptotagmin-2 (*Syt2*), 1-phosphatidylinositol 4,5-bisphosphate phosphodiesterase eta-2 (*Plch2*), Sec14l3 (uncharacterized protein), and C-type lectin domain family 12 member A (Clec12a).

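Deletion and control mice were apart on the first principal component of the rlog values of the 500 most variable genes. This component held 55.3% of the variance and the second 23.5%, the same as the figure's labels after rounding. No deletion mouse had a score within the range of the control mice (exact two-sided permutation test, p = 0.0286). Deletion 2 weighed on the second component, which held 13.2% without this mouse, while the first then held 63.7%.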

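With the added limit of the volcano plot, an absolute log2 fold change above 1, 523 genes passed, of which 314 rose and 209 fell in deletion mice (adjusted p under 0.01 from edgeR). They are 26.9% of the genes that passed without that limit. Ltbp2, Rasgrf2, Sstr3 and Grm2 were among those that rose, and Bcl11b, Htr1b, Ryr1, Clec12a and Wnt8b among those that fell.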

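All 20 genes that the heatmap shows as higher in deletion mice and all 20 that it shows as lower had that sign here. The genes called by DESeq2 at an adjusted p under 0.01 were also ranked by the product of log2 fold change and mean level, which puts abundant genes first. The highest products were those of the creatine kinase gene Ckb, Gm26917 and Rasgrf2, and the lowest those of Arpp21, the kinase-like gene Camkv and the sodium channel subunit gene Scn4b. Of these, Gm26917 (adjusted p = 0.0527 from edgeR) and Scn4b (0.0113) did not pass in edgeR, and Ckb, Gm26917, Camkv and Scn4b were picked here after their values were seen. Of the figure's 20 genes per direction, 1 was within the top 20 of this ranking in each direction, namely Rasgrf2 and Bcl11b.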

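Further genes that the legend of Figure 1E names were lower in deletion mice. The beta tropomyosin gene Tpm2 fell from 10.3 ± 3.34 to 1.95 ± 0.395 CPM (SD, n = 4 each), a log2 fold change of −2.40 (standard error 0.24, adjusted p = 9.91e-05 from edgeR). Myo3b, a myosin with a kinase domain, fell by 2.22 on the log2 scale, the calcium-activated chloride channel gene Ano2 by 2.16, the calcium sensor gene Syt2 by 1.73 and Dmkn by 2.44. The phospholipase gene Plch2 went from 31.3 ± 5.52 to 8.66 ± 1.76 CPM (SD, n = 4 each). Klhl1 fell by 2.28. Ffar3, a receptor for short-chain fatty acids, was at 1.25 ± 1.05 CPM in control mice and was seen in deletion mice only in deletion 3, at 0.0310 CPM. Sohlh1 had too few counts for the edgeR test (DESeq2, adjusted p = 4.48e-09). When 1 mouse was left out, the call of Klhl1 was lost in 1 of 8 fits (highest adjusted p 0.0121 from edgeR, without deletion 1).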

**Figure 2:**
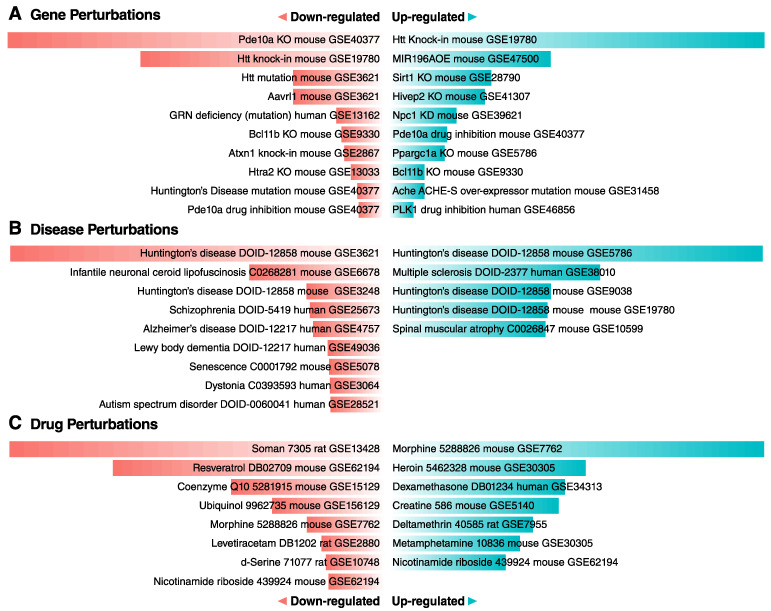
**Transcriptional profile of *Bcl11b* deletion is highly correlated with HD mouse models and postmortem human HD tissue.** (**A**) Gene perturbation enrichment analysis. (**B**) Disease perturbation enrichment analysis. (**C**) Drug perturbation enrichment analysis.

**Figure 3:**
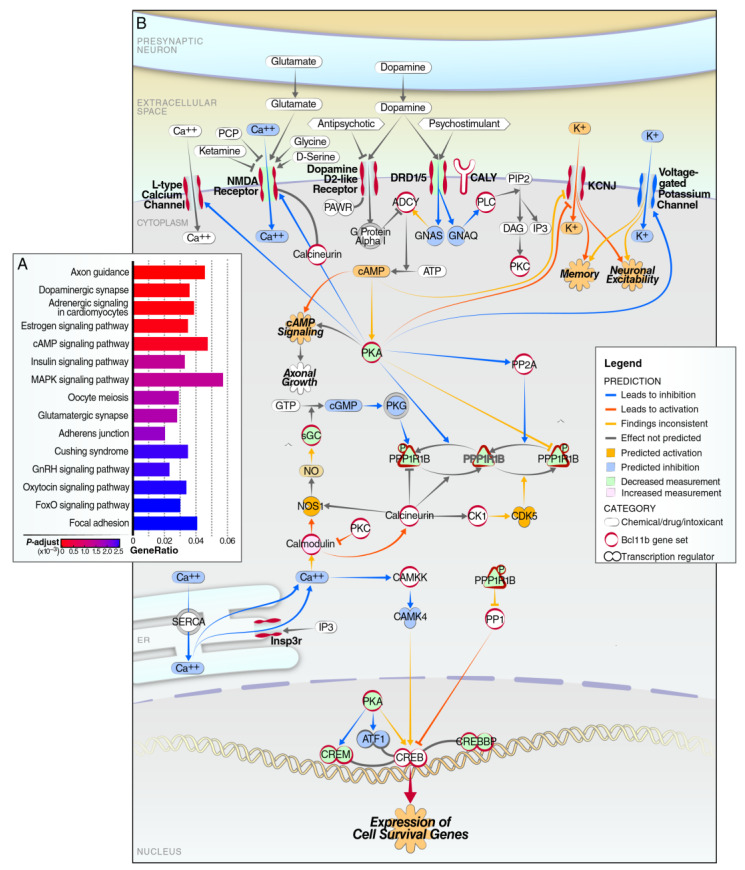
**Significantly enriched KEGG terms and IPA signaling.** (**A**) KEGG term enrichment analysis of gene signatures altered by *Bcl11b* deletion highlighted the axon guidance, dopaminergic synapses, adrenergic, estrogen, cAMP, MAPK, insulin, oocytes, and glutamatergic signaling. (**B**) IPA signaling pathway highlights for dopamine DARPP-32 feedback cAMP signaling.

**Figure 4:**
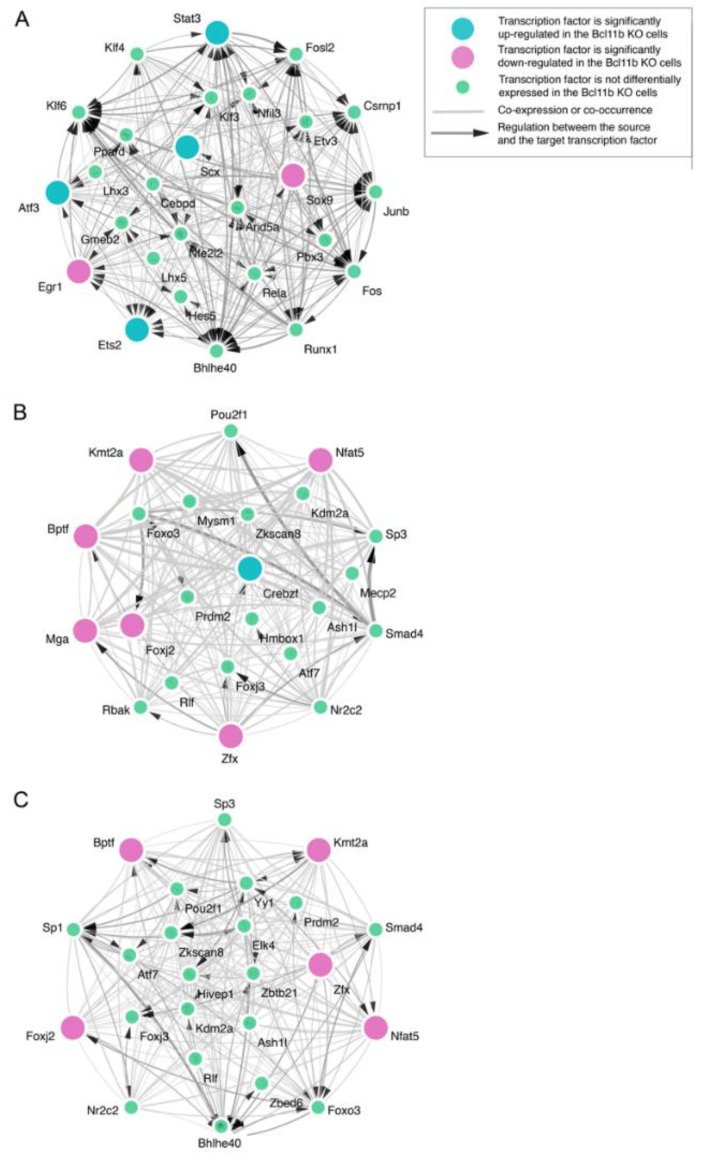
**Gene regulatory network analysis reveals critical up-stream TFs from the gene signatures altered by *Bcl11b* deletion.** Gene regulatory network analysis. (**A**) Differentially expressed TFs that are upregulated (**A**) or downregulated (**B**) in *Bcl11b*-deletion cells. (**C**) All differentially expressed TFs in *Bcl11b*-deletion cells.

**Figure 5:**
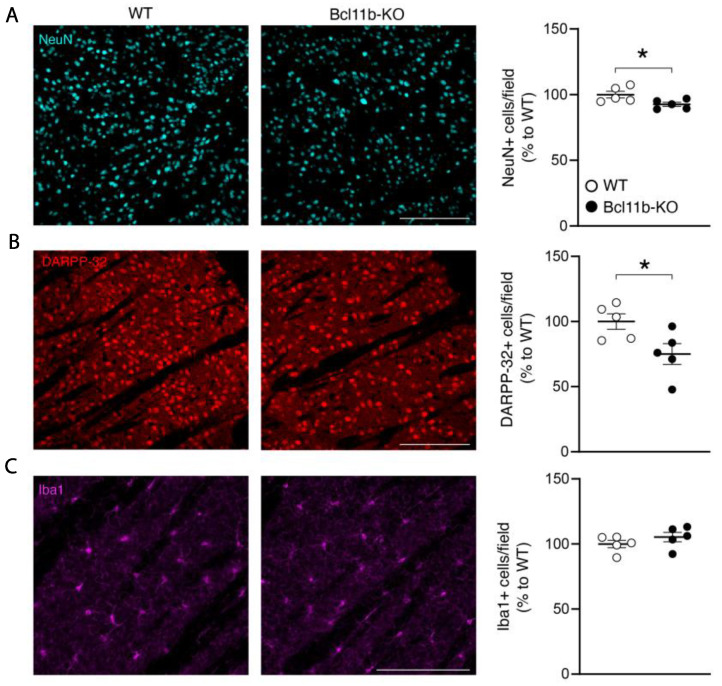
***Bcl11b* deficiency leads to a reduced number of MSNs without microgliosis.** Representative striatal images immunostained with cell type-specific markers, and graphs detailing corresponding quantification. (**A**). IHC of *Bcl11b^tm1.1Leid^* and control mice IHC immunostained with NeuN (neurons) and quantification. (**B**)**.** IHC of *Bcl11b^tm1.1Leid^* and control mice immunostained with DARPP-32 (MSNs) and quantification. (**C**)**.** IHC of *Bcl11b^tm1.1Leid^* and control mice with Iba1 (microglia). Scale bars, 200 mm. Graphs show the number of NeuN, DARPP-32, and Iba1-positive cells in the striatum. Each point represents an individual mouse. All data are shown as mean  ±  SEM (WT *n*  =  5; *Bcl11b*-KO *n* = 5.) Two-tailed unpaired t-test, * *p* < 0.05.

**Figure 6:**
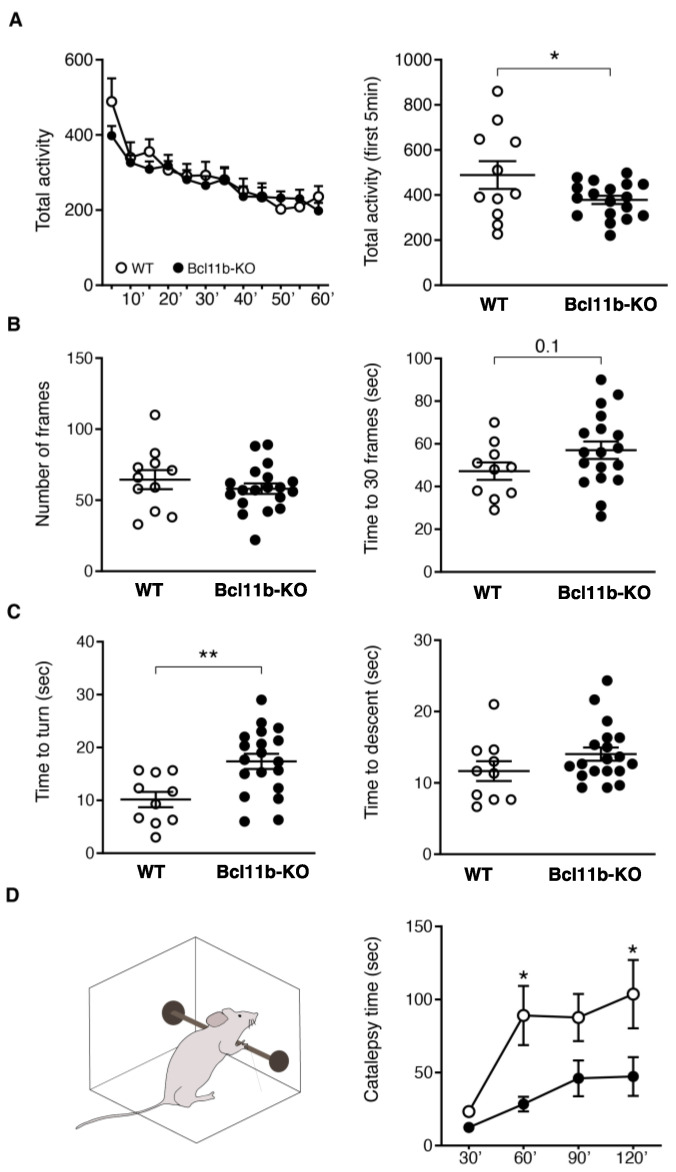
***Bcl11b* deficiency in adult mice partly recapitulate HD-associated motor phenotype.** (**A**). Spontaneous locomotor activity measured in the *Bcl11b* deficiency mice. (**B**). Balance beam: from *left* to *right*; numbers of frames crossed in 2 min and times to cross 30 frames. (**C**). Vertical pole: times to turn (*left*) and times to descend (*right*) were recorded after placing the mice upwards to the pole. Three trials were conducted, and data represent the mean ± SEM (WT *n* = 11, *D9-Cre-Bcl11b^tm1.1Leid^* mice *n* = 18). Two-tailed unpaired *t*-test, * *p* < 0.05; ** *p* < 0.01. (**D**). Schematic diagram of catalepsy position (left). Catalepsy time after Haloperidol treatment (right). Two-Way ANOVA, with Bonferroni as post-hoc test * *p* < 0.05.

**Figure 7:**
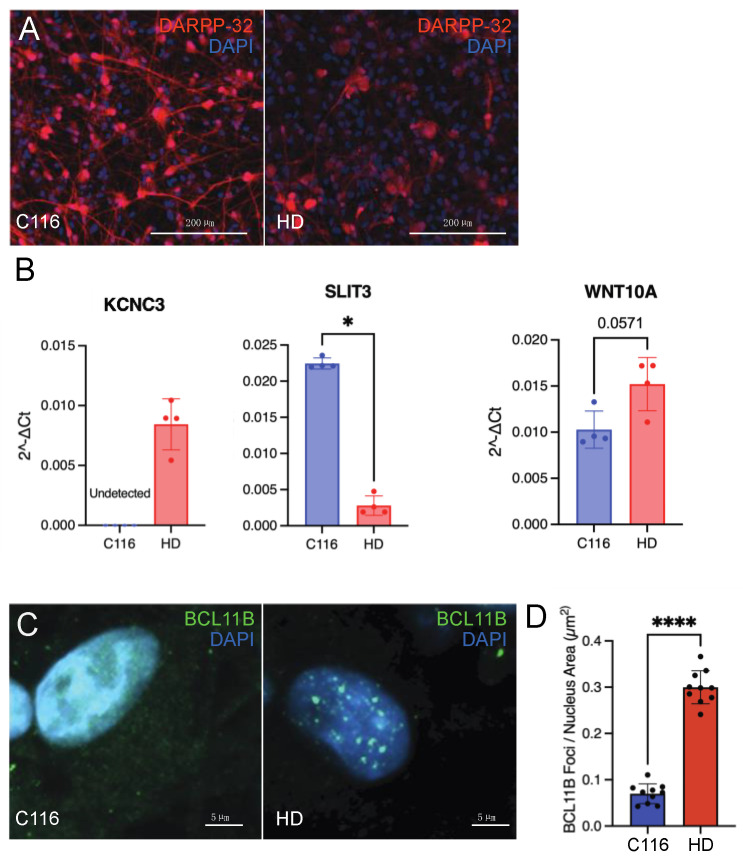
**Human MSNs derived from HD patient iPSCs reveals mislocalization of BCL11B into nuclear aggregates.** (**A**). Isogenic HD72 and C116 MSNs differentiated from iPSCs immunostained with DARPP-32. (**B**). Top genes dysregulated in *D9-Cre-Bcl11b^tm1.1Leid^* mice follow similar trends in expression as measured by RT-PCR. KCNC3 and WNT10A are upregulated in HD72-MSNs, compared to control C116. Like the *D9-Cre-Bcl11b^tm1.1Leid^* mice transcriptomics, SLIT3 was downregulated in HD-MSNs. (**C**). IHC with BCL11B antibody show more large nuclear aggregates in the HD72-MSNs than in C116-MSNs. (**D**). Quantification of the BCL11B foci per nuclear area in isogenic HD72 and C116-MSNs. * *p* < 0.05; **** *p* < 0.0001, Mann Whitney test.

## Data Availability

The deposited raw data for the transcriptomics are GSE185476.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines10102377/s1. Figure S1: GO enrichment of MSN Bcl11b deficiency; Figure S2: Calcium signaling pathways enriched in Bcl11b deficiency; Figure S3: IPA analysis of MSN mouse Bcl11b deficiency; Figure S4: Bcl11b deficiency does not induce anxiety-like behaviors. FigureS5: Cell-type enrichment analysis.; Table S1: Transcriptomics of *Bcl11b* deficiency with functional analysis; Table S2:HD mouse transcriptomics overlaps with *Bcl11b* data set.

How the deposited data were processed for this re-analysis (not part of the article)

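RNA from the left striatum of 4 control mice (Cre-negative, floxed) and 4 deletion mice (D9-Cre-Bcl11b^tm1.1Leid) at 4 months of age was sequenced, with 1 library per mouse. The authors made the deposited counts by trimming reads with Trim Galore 0.6.4, aligning them to GRCm38 with STAR 2.7.2b and counting them per gene with featureCounts; the strand and multimapping settings of the counting are not given in the sources used here. The authors made the deposited log2 values with the rlog transformation of DESeq2 from the 38386 features with a total count of at least 2, and the same values were computed here from the counts to within 0.000525. The count table holds 55376 features, of which 54371 matched 1 annotated gene of the reference, and 26 feature names had been turned into dates by a spreadsheet (0.217% of counts; 24 of them were tested under the names as given).

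Differences between deletion and control mice were tested on the counts with edgeR 4.0.16 (R 4.3.3): genes kept by filterByExpr (minimum count 10, minimum total 15), TMM normalization, quasi-likelihood F-test with group alone, Benjamini-Hochberg adjustment over 22173 genes and a threshold of 0.01. Gene lists were tested with camera from limma 3.58.1 on voom values with a preset correlation of 0.01, and again with an estimated correlation and with fry, adjusted over 38 lists. Single values were compared by exact two-sided permutation tests over the 70 assignments of 4 mice against 4, of which the smallest p is 0.0286. The principal components are those of the rlog values of the 500 most variable genes, and log2 CPM used a prior count of 2. The overlap with Q175 genes was computed by Fisher's exact test from the 4 numbers the paper prints.

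Libraries held 47059264 to 50213377 counts in control mice and 51536311 to 70247098 in deletion mice, and within groups pairs of libraries differed by 13.2 to 66.4 times the variance that counting alone gives. In data simulated from these libraries, edgeR called 31.3%, 53.7% and 78.8% of genes changed by 0.5, 1 and 2 on the log2 scale with 1 false call, DESeq2 50.7%, 64.2% and 83.3% with 15 false calls, and limma-voom 26.9%, 52.2% and 77.3% with 1. In a second simulation, camera with the preset correlation gave 4 of 100 random lists a p under 0.05. Genes were drawn there independently of each other, so it does not test that setting where genes of a list vary together. In the real data the estimated correlation was 0.358 for the striatum-enriched list.

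The genes named in the text are every gene the paper names in its results, discussion or Figure 1, the 10 highest and 10 lowest log2 fold changes among genes past the threshold with a mean of at least 1 CPM and groups that do not overlap, and up to 4 members of each list with the smallest p; part of the paper's supplementary values had been seen when this rule was written. Alternatives were DESeq2 1.42.0, limma-voom, RLE size factors, library sizes alone, no filter on low counts, a filter of 1 CPM in 4 mice, robust dispersion, 1 surrogate variable from sva 3.50.0, the replicate number as a block, per-library loess trends on GC content and gene length (span 0.3), and each mouse left out in turn. Limma on the rlog values, thinning to the smallest library (seed 1), DESeq2 on features with a total of at least 2, and removal of GC content and gene length trends before the list tests were added after the data were seen, as was the count of 3 of the paper's downregulated terms (axon guidance, ion channel activity and synapse organization). Immunohistochemistry, behaviour and human cell data of the paper were not analysed here. Of the supplementary tables, the first 1999 rows of the list of differential genes were compared with the DESeq2 values computed here (largest difference in log2 fold change 6.96e-06), and no set test was run on them.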

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

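The test with cortical transcripts as a covariate and the test on clock genes of opposite phase were chosen only after the result was seen, as were the thinning of libraries and the removal of trends before list tests.

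Between deletion and control mice 1947 genes differed in edgeR. Of the 35 ways to split the 8 mice into 4 and 4, only 1, the real one, gave as many, with at most 2 genes in any other. Every other split mixes deletion and control mice, and a difference between the groups then widens the spread within each side. Low counts in those splits therefore do not show how many genes chance alone would give. Deletion libraries were deeper, but thinning every library to the smallest total left 1936 genes, of which 1884 were shared. Removing trends with GC content and gene length left 1868 genes, of which 1661 were shared. The labels give every deletion mouse as Cre-positive and every control mouse as Cre-negative. No Cre-positive mice without the floxed allele were sequenced, so the Cre transgene and the loss of Bcl11b cannot be told apart. Further differences between the groups, such as litter or handling, are not given in the sources used here and stay open. Loss of Bcl11b may account for the count, as a hypothesis.

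Striatum-enriched genes were lower as a set (camera, adjusted p = 6.94e-10; 0.439 with an estimated correlation). A smaller share of MSNs in the tissue would raise the markers of astrocytes, microglia, oligodendrocytes and endothelium alike. The highest median log2 fold change of these 4 lists was −0.0413, which goes against such a shift, but none of the 4 was lower by camera, and 2 striatum-enriched genes rose in edgeR where 3 had been set as the bound (3 rose by DESeq2 and 3 in edgeR when adjusted over the list alone, which would meet it). The outcome turns on the tool and the adjustment, so a smaller share and lower expression per neuron cannot be told apart. The paper's own immunohistochemistry shows fewer NeuN-positive and fewer DARPP-32-positive cells (Fig. 5). The paper leaves open whether neurons were lost, lost their identity or failed to differentiate. More cortex in the deletion striata could also lower them; the cortical list had a median of −0.0805, but its members went both ways (SD of log2 fold change 1.02), so the bound of 0 set for it decides little and the explanation stays open.

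A share of cortex that varies from mouse to mouse was tested as a covariate: the mean of the striatum-enriched list differed by −0.296 log2 CPM with it (standard error 0.0545) and by −0.305 without it, which argues against this as the whole cause. The cortical list itself was at 1.92 ± 0.73 in control and 2.13 ± 0.76 in deletion mice (mean log2 CPM, SD, n = 4 each; exact permutation test, p = 0.771).

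Circadian clock genes were lower as a set (camera, adjusted p = 3.51e-05; 0.149 with an estimated correlation). If deletion mice had been killed at another time of day, genes of opposite phase would move apart. Arntl, Npas2 and Clock had a mean log2 fold change of −0.331, with 2 of 3 lower at an adjusted p under 0.05 from edgeR, and Per1, Per2, Dbp, Nr1d1 and Ciart of −0.475, with all 5 lower, which argues against a shift of phase alone. No other explanation was tested, and the times of death are not given in the sources used here.

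In 16 of 264 groups of 4 mice 1 mouse lay far from the others, where chance gives about 1 in 20 groups. Among genes these were Gm6472 in deletion 1 (1.03 CPM), Lbhd2 in control 4 (3.02), Msln in deletion 2 (8.10), Ripor3 in control 3 (0.597), Rspo1 in deletion 4 (0.627), Grin1 in control 1 (109), Egr1 in control 4 (69.9), Foxj3 in control 2 (62.0), Ash1l in control 1 (233), Ffar3 in deletion 3 (0.0310), Pstpip1 in deletion 2 (19.2) and Gm2832 in control 4 (0.0838). Among list means in log2 CPM they were the D1-MSN markers in deletion 2 (5.56), the histone lysine genes in deletion 2 (5.40), the potassium channel genes in control 4 (4.10) and the TGF-β genes in control 1 (4.67).

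Among further lists, 3 passed the set test. General neuron markers were higher (camera, adjusted p = 0.00325 over limma-voom values; 0.556 with an estimated correlation), with 4 of 12 genes up. Hypothalamic and septal markers were higher (adjusted p = 0.0303; 0.387 with an estimated correlation), with 3 of 12 genes up (also 3 when adjusted over the list alone): Avp, Pomc (log2 fold change 0.84, lost in 7 of 8 fits that leave out 1 mouse, highest adjusted p 0.0266 from edgeR without deletion 1) and Galp, listed at 0 in all control mice. This call was lost without control 1 (adjusted p = 0.113) or control 4 (0.0595). Mitochondrially encoded genes were lower (adjusted p = 0.0171; 0.568 with an estimated correlation and 0.0703 by fry); edgeR called 0 of 10, DESeq2 3 lower and limma-voom 1 lower, with 5 lower at an unadjusted p under 0.05 and 1 when adjusted over the list alone. This call was lost without deletion 1 (adjusted p = 0.0623) or control 4 (0.0518) and after removal of GC content and gene length trends (0.770).

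Genes past the threshold with an absolute log2 fold change above 1 clustered in windows of 5 Mb (535 tested), 2 of them at an adjusted p under 0.01; 2 more, on chromosome 6 from 135000001 (0.0316) and chromosome 9 from 115000001 (0.0431), had one under 0.05. The test counts neighboring genes as independent, which they may not be. On chromosome 5 from 25000001 to 30000000 they were 15 of 48 genes, all higher, among them Speer4a and predicted genes near it (adjusted p = 8.88e-11, Fisher's exact test). On chromosome 2 from 10000001 to 15000000 they were 10 of 59, with Tmem236 higher and 9 lower (adjusted p = 2.87e-04, Fisher's exact test). No explanation was tested for these windows.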

How the results depend on the processing

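Limma on the rlog values, thinning, DESeq2 on features with a total of at least 2 and list tests after GC content and gene length correction and the later count of 3 enrichment terms were chosen only after the data were seen.

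The count of 1947 genes became 3204 with DESeq2 (all 1947 among them), 3206 with DESeq2 on features with a total of at least 2, 3810 at an adjusted p under 0.05 and 523 with an absolute log2 fold change above 1; the cause of the gap between tools was not tested. With the replicate block it was 1165, of which 1117 were shared, although the numbers in the labels do not pair the mice (correlations −0.234 to 0.0623 between deviations). It lay between 1868 and 2291 under limma-voom, RLE, library sizes alone, no filter, 1 CPM in 4 mice, robust dispersion, 1 surrogate variable, GC content and gene length, rlog values and thinning. Leaving out 1 mouse gave 1102 to 2066, with 1102 without control 3, 1127 without deletion 3, 1169 without deletion 1 and 1285 without deletion 4.

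Features with at least 1 count in every library numbered 24875, against 40082 in any library. The log2 fold change of Bcl11b ranged from −1.55 to −1.32, the Drd2 minus Drd1 difference from −0.375 to −0.315 and the share of the first component from 52.0% to 63.7% over fits without 1 mouse. Of the 126 named genes past the threshold, 98 passed in every such fit and 28 did not (23 of them without deletion 1 and 23 without deletion 3), and 0 changed sign in edgeR. Over 203 named genes, DESeq2 passed 21 more, and 25 no longer passed with the replicate block.

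Lists past the threshold numbered 11, 0 with an estimated correlation, and 7 to 12 without 1 mouse, with 7 without control 4. With GC content and gene length trends removed 9 passed: the histone lysine genes still did (adjusted p = 8.74e-05 from limma), which argues against these trends as the cause, while axon guidance (0.0606) and mitochondrial genes (0.770) did not. Interferon-stimulated genes passed as lower only without control 2 (0.00774) or control 3 (0.0132), with 1 surrogate variable (0.0216) and with the replicate block (0.0316), oligodendrocyte markers as lower with 1 surrogate variable (0.0479), Wnt genes as higher without deletion 4 (0.0409) and by fry (0.0122), and HDAC and sirtuin genes as higher by fry (0.00378), while by fry immediate early genes (0.116) and mitochondrial genes (0.0703) did not pass. Of the study's transcription factors DESeq2 called 287 against 176, and 91 to about 1.8e+02 (1 fewer than with all mice, without control 4) passed without 1 mouse: 91 without control 3, 104 without deletion 3, 106 without deletion 1, 108 without deletion 4 and 116 without control 2. Summed over the study enrichment terms, with a gene of several terms counted in each, calls past the threshold numbered 320, and 185 to 303 without 1 mouse: 185 without control 3, 196 without deletion 3 and 201 without deletion 1. The study enrichment terms counted later, 3 downregulated ones summed in the same way, had 79 (121 with DESeq2), and 49 to 77 without 1 mouse: 49 without control 3 and 50 without deletion 1 or deletion 3. No named gene or list that passed in the main fit or in an alternative changed sign between them. Signs were not compared where neither passed. Counts and the share of the first component have no direction to reverse.

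The planned tests on log2 of the deposited normalized value plus 1 were not run, since those values are already log2 and include negative ones. In simulated data edgeR called 31.3% of genes changed by 0.5 on the log2 scale, so changes of this size are often missed with 4 mice per group at these depths.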

Differences from the paper's values

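Limits of the comparison: all values are at the paper's threshold of an adjusted p under 0.01, from edgeR unless another tool is named, and no test in this part was chosen only after the result was seen. The paper gives 2771 differentially expressed genes, against 1947 in edgeR and 3204 in DESeq2 here. The cause of this gap was not tested. The paper gives 287 differentially expressed transcription factors, and 176 of them passed here. Of these factors the paper gives 109 higher and 178 lower, against 72 and 104 here. Of the alternatives set before the data were examined, DESeq2 gives the paper's 287, 109 and 178; with no filter on low counts the number higher (80) comes within 1.5 times the paper's while the total (188) and the number lower (108) do not; of the fits without 1 mouse only the number higher without control 4 (76) does.

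For the overlap with Q175 genes the paper gives a Fisher p of 3.75E-76, and the 4 numbers it prints gave 1.17e-94 (one-sided Fisher's exact test). With the genes tested here as background it was 1.80e-78, and with all features with at least 1 count 1.11e-208; none of these equals the paper's.

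Some directions and calls differ from the paper's statements. The text gives Acvrl1 as increased, and it fell here (log2 fold change −1.87), as in the legend of Figure 1E. The text gives Rasgrf2 as reduced, and it rose (3.04). Clec12a is given in the text among the most increased genes, and it fell (−3.09), as in that legend. The paper ranks the heatmap's genes by fold change and mean level, and by that product 1 of 20 genes per direction was among the top 20.

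Among genes the paper treats as changed, Drd1, Epha4, Tac1, Spon1, Lypd1 and Tpm3-rs7 did not pass in edgeR and did in DESeq2. Among those that passed in neither were Oprm1, Pdyn and Tshz1. Sirt1, Htra2, Npc1 and Ppargc1a also passed in neither. The paper's results name them for an overlap with perturbation profiles, which may not concern the RNA of each gene itself. Its discussion places them among overlapping expression changes. Tac1 (0.47), Spon1 (0.53) and Lypd1 (0.84) were above 0. Among transcription factors that the paper names from its networks, without stating a change in the level of each, Foxj2, Nfat5 and Stat3 passed only in DESeq2 and Ash1l, Foxo3, Foxj3, Kdm2a and Nfatc3 in neither. The paper describes lower genes of both D1 and D2 MSNs from an enrichment test with cell-type genes of another study. The lists used here are others, so the 2 are not a like comparison: of 10 D1-MSN markers 1 fell and 1 rose, while of 10 D2-MSN markers 4 fell and 1 rose.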

Other observations

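No test in this part was chosen only after the result was seen. Among genes that the paper names for its overlap with Q175 mice, Grin1 (log2 fold change 0.03, adjusted p = 0.805 from edgeR), Camk4 (0.12, 0.134) and Cdk5 (0.05, 0.520) did not pass. The axon guidance ligand gene Slit3 fell by 0.45 (adjusted p = 0.00432 from edgeR), a call lost in 5 of 8 fits that leave out 1 mouse (highest 0.0144, without deletion 3).

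The lists of other cell types in this part did not pass as sets in the main test, and of these oligodendrocyte markers passed as lower with 1 surrogate variable (camera, adjusted p = 0.0479). Of 12 astrocyte markers Fgfr3 rose (log2 fold change 0.25, adjusted p = 0.00999 from edgeR, lost in 7 of 8 fits that leave out 1 mouse, highest 0.0291 without control 3; 0 when adjusted over the list alone, with 2 higher and 2 lower at an unadjusted p under 0.05, 1 and 1 by DESeq2 and 0 by limma-voom; camera, adjusted p = 0.950). Of 9 oligodendrocyte precursor markers Vcan fell (−0.42, also 1 adjusted over the list alone; lost without control 2 (0.0115) and deletion 4; camera 0.950). Of 12 cortical markers Cux2 (0.95) and Slc30a3 (3.23) rose (2 higher and 1 lower adjusted over the list alone; camera 0.950). Slc17a7, the most abundant of them, varied from mouse to mouse (34.4 ± 37.3 and 35.0 ± 39.6 CPM, SD, n = 4 each).

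In edgeR 0 genes passed, over all genes and over the list alone, among 13 microglia markers (1 lower at an unadjusted p under 0.05, 1 by DESeq2, 0 by limma-voom; camera, adjusted p = 0.406), 11 oligodendrocyte markers (0, 0 and 0; 0.512), 12 endothelial and mural markers (1 lower, 0 and 0; 0.454), 11 ependymal and choroid plexus markers (1 higher, 0 and 0; 0.658), 13 interneuron markers (2 higher, 1 higher and 0; 0.712) and 5 blood genes (0, 0 and 0; 0.624). The choroid plexus list, with a median log2 fold change of 1.60, ranged from 1.89 to 5.89 in mean log2 CPM over the 8 mice, highest in deletion 2.

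Of 76 ribosomal protein genes Rps16 rose (0.57; lost in 6 of 8 fits that leave out 1 mouse, highest adjusted p 0.0329 from edgeR without control 3; 0 over the list alone, with 6 higher and 4 lower at an unadjusted p under 0.05, 2 and 1 by DESeq2 and 1 higher by limma-voom; camera, adjusted p = 0.950). Of 56 clustered protocadherins Pcdhb5 rose (0.57) and Pcdhb6 (−0.60), Pcdhga6 (−0.47) and Pcdhb18 (−0.47) fell (3 lower over the list alone; camera toward lower, adjusted p = 0.473); Pcdhga6 spans other genes of its cluster. The call of Pcdhb5 was lost in 6 and that of Pcdhb18 in 3 of 8 fits that leave out 1 mouse (highest adjusted p 0.0345 without deletion 3 and 0.0146 without control 3, from edgeR).

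Of the sex genes only Xist was tested (−0.50, adjusted p = 0.0158 from edgeR; 1 lower over the list alone). Xist had 18997 to 30921 counts in every library, and Y-linked genes at most 6 counts except in deletion 2 (Ddx3y 24, Eif2s3y 14, Uty 14). Mitochondrially encoded genes held 1.47 ± 0.0479% of counts in control and 1.36 ± 0.0812% in deletion mice (SD, n = 4 each; exact permutation test, p = 0.0571).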
